# Transgenerational epigenetic effects imposed by neonicotinoid thiacloprid exposure

**DOI:** 10.26508/lsa.202302237

**Published:** 2023-11-16

**Authors:** Ouzna Dali, Shereen D’Cruz, Louis Legoff, Mariam Diba Lahmidi, Celine Heitz, Pierre-Etienne Merret, Pierre-Yves Kernanec, Farzad Pakdel, Fatima Smagulova

## Abstract

Neonicotinoids are a widely used class of insecticides that are being applied in agricultural fields. We examined the capacity of a neonicotinoid, thiacloprid (*thia*), to induce transgenerational effects in male mice. Pregnant outbred Swiss female mice were exposed to *thia* at embryonic days E6.5–E15.5 using different doses. Testis sections were used for morphology analysis, ELISAs for testosterone level analysis, RT–qPCR and RNA-seq for gene expression analysis, MEDIP-seq and MEDIP–qPCR techniques for DNA methylation analysis, and Western blot for a protein analysis. The number of meiotic double-strand breaks and the number of incomplete synapsed chromosomes were higher in the *thia* 6-treated group of F3 males. Genome-wide analysis of DNA methylation in spermatozoa revealed that differentially methylated regions were found in all three generations at the promoters of germ cell reprogramming responsive genes and many superenhancers that are normally active in embryonic stem cells, testis, and brain. DNA methylation changes induced by *thia* exposure during embryonic period are preserved through several generations at important master regulator regions.

## Abstract (precis)

We exposed pregnant female mice to neonicotinoid thiacloprid. We observed reproductive defects together with DNA methylation and histone H3K9me3 changes in the third-generation males.

## Introduction

Spermatogenesis is the process by which spermatozoa are produced from germ cells in the testis. In the mouse embryonic testis, germ cells mitotically divide and arrest on embryonic day 14 (Western et al, 2008). Primordial germ cells reach the genital ridge at E10.5, colonizing the gonad at E11.5 (Lovell-Badge, 1993) and undergoing demethylation during E12.5–E13.5 (Hajkova et al, 2002), which is followed by de novo methylation from E13.5 to E16.5. At E16.5, de novo methylation at most of the sites is completed (Lees-Murdock et al, 2003; Aravin et al, 2007; Kuramochi-Miyagawa et al, 2008); however, a group of highly methylated genes demethylated during germline epigenetic reprogramming shows progressive transcriptional activation (Hill et al, 2018). These genes play essential roles in the establishment of the germ cell population. The changes in DNA methylation levels only were not sufficient to induce the expression of these genes. The combined loss of DNA methylation and polycomb repressor complex 1 with further TET1 activation led to germline responsive reprograming (GRR) genes activation, suggesting that activation of GRR genes is a complex process regulated by several mechanisms (Hill et al, 2018). Many GRR genes have meiotic functions (e.g., *Brdt*, *Dazl*, *Ddx4*, *Sycp1- Sycp3*, *Rad51c*, and *Hormad1*) (Hill et al, 2018). Consequently, the perturbation of their epigenetic status during development, if persistent, could affect meiosis during males’ adult life.

The process of spermatogenesis resumes after birth and starts with the mitotic division of spermatogonia cells. The divided cells further differentiate into a primary spermatocyte. Tetraploid primary spermatocytes divide in a process known as meiosis to give rise to secondary diploid spermatocytes. Then, each secondary spermatocyte undergoes a second meiotic division to give rise to haploid spermatids. Haploid spermatids are further modified to become compact spermatozoa. It is suggested that spermatozoa and oocytes could be implicated in transgenerational inheritance, complex phenomenon, when acquired phenotypic alterations could be transmitted to subsequent generations. One of the first pieces of evidence of parental inheritance in mice came from the experiments with the *agouti* locus. A transcription originating in an intra-cisternal A particle (IAP) retrotransposon inserted upstream of the *agouti* gene causes ectopic expression of agouti protein (Morgan et al, 1999). This epigenetic effect is of maternal origin only and results from incomplete erasure of an epigenetic modification when a silenced *Avy* allele is present in the female germ line. Another study showed that the epigenetic state at *Axin* (Fu) can be inherited transgenerationally via both maternal and paternal germlines (Rakyan et al, 2003). The evidence of DNA methylation preservation has been shown by performing the microinjection of methylated embryonic stem cells to a pregnant mouse, which led to exhibited abnormal metabolic phenotypes in their progeny. Notably, acquired methylation was maintained and transmitted across multiple generations (Takahashi et al, 2023). Besides DNA methylation, histone modifications could be also involved in the mediation of transgenerational effects. The role of sperm histone H3 lysine 4 trimethylation was shown in a genetic mouse model of transgenerational epigenetic inheritance (Lismer et al, 2020).

This study is a continuation of our previous research (Hartman et al, 2021), in which we assessed the effects of different doses of *thia* on the male reproductive system. In a previous study, we showed that exposure to *thia* during gestation leads to spermatogenic defects such as increase in testis–body weight ratios, a decrease in lumen size in seminiferous tubules, synapsing meiotic errors, and increase in the number of double-strand breaks (DSBs). We also observed decreased H3K9me3 levels which were accompanied by increase in retroelement gene expression. Altogether, these effects led to a decrease in spermatozoa numbers (Hartman et al, 2021).

In the present study, we investigated the possibility for neonicotinoid thiacloprid to induce transgenerational effects through ancestral embryonic paternal exposure, focusing particular on a hypothetical role of sperm DNA methylation in those potential effects.

Neonicotinoids have received much attention because of the dramatic decline in bee and bumblebee populations worldwide (Whitehorn et al, 2012; Rundlof et al, 2015). In countries where neonicotinoids are still in use, their presence is very often detected in human samples. For example, a study showed that approximately half of the U.S. general population aged 3 yr and older were exposed to neonicotinoids (Ospina et al, 2019). Notably, young children may experience higher exposure levels than adults (Ospina et al, 2019). Thus, understanding the effects of neonicotinoids is important to a better strategy or therapies for preventing of undesirable effects in exposed humans.

In this study, we show that ancestral thiacloprid exposure induces defects in the reproductive system of third-generation males, perturbs meiosis, causes changes in testis morphology and testosterone levels, and decreases spermatozoa number. We determine that DNA methylation is globally affected in the spermatozoa of three generations of males, with a small proportion of regions differentially methylated in all three generations. We observe that DNA methylation is largely modified at regions overlapping GRR and SE elements. We also report that DNA methylation changes are associated with gene expression changes only at a limited number of loci in directly exposed F1 and non-directly exposed F3 embryonic testes.

## Results

This study is aimed at revealing the transgenerational effects of *thia*. We chose the developmental window from embryonic days 6.5 to E15.5 because of its importance in germ cell program establishment. The mice breeding was described in the Materials and Methods section “Mouse treatment and dissection.” The design of the experiments is presented in Fig S1. Notably, breeding was done only through the male line after *thia* exposure, crossing control and thia-derived males to unexposed unrelated females. Three doses of *thia* (0, 0.6, and 6 mg/kg/day) were analysed. Doses were chosen based on the daily authorized dose (0.06 mg/kg/day) of another neonicotinoid, imidacloprid, established by the French Agency for Food, Environmental and Occupational Health and Safety (ANSES) and were 10 and 100 times higher than the authorized dose. Male progeny was studied at three developmental stages. We analysed embryonic testes at E15.5 to reveal the effects of *thia* on gene expression and DNA methylation during the formation of the population of germ cells. F3 adult progeny mice were analysed for morphological changes at 35 d; at this age, the first wave of spermatogenesis is accomplished. DNA methylation and testosterone levels were analysed at 2 mo; at this age, the reproductive system is fully mature.

**Figure S1.**
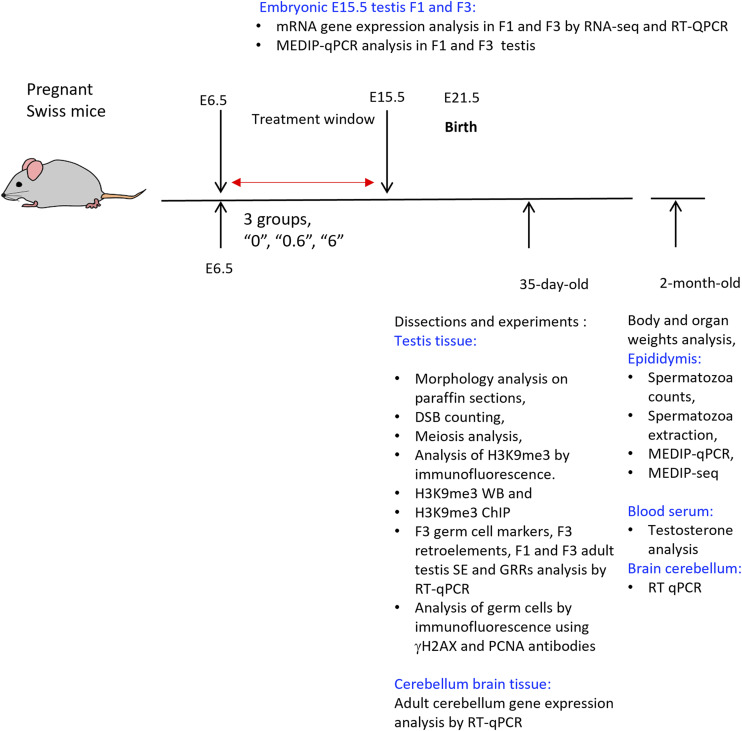
Schematic presentation of experiments. Pregnant outbred Swiss mice were treated from E6.5 to E15.5, with *thia* doses of 0.6, and 6 mg/kg/day, and control mice “0” received only vehicle (oil). F1 and F3 mice were euthanized at embryonic day 15, postnatal day 35, and at the age of 2 mo. Schema of breeding described in “Mouse treatment and dissection” section of Materials and Methods. For spermatozoa DNA methylation analysis, F2 mice were also euthanized.

### The effects on body and organ weights and testosterone levels

We determined that gestational exposure to *thia* does not significantly affect the body weight in 35-d-old male progeny for dose 0.6 mg/kg/day in the F3 generation (Fig S2A and B). However, mice treated with 6 mg/kg/day tended to have a decrease in of ∼5% in the F3 generation (Fig S2A and B). Testis-to-BW ratios did not change in F1 (Fig S2C) but significantly decreased by 10% with 6 mg/kg/day in the F3 generation (Fig S2D), suggesting that in F3, ancestral exposure to *thia* could induce reproductive defects. Thus, importantly, the more profound transgenerational effects are induced only at the high dose of 6 mg/kg/day. We observed a significant decrease in epididymis-to-BW ratios in F1 (Fig S2E) but no significant changes were detected in F3 (Fig S2F). A quantitative analysis of spermatozoa numbers indicated a 29% reduction of spermatozoa in F3 for 6 mg/kg/day (Fig 1A). Nonsignificant changes were detected for 0.6 mg/kg/day in F3 (Fig 1A).

**Figure S2.**
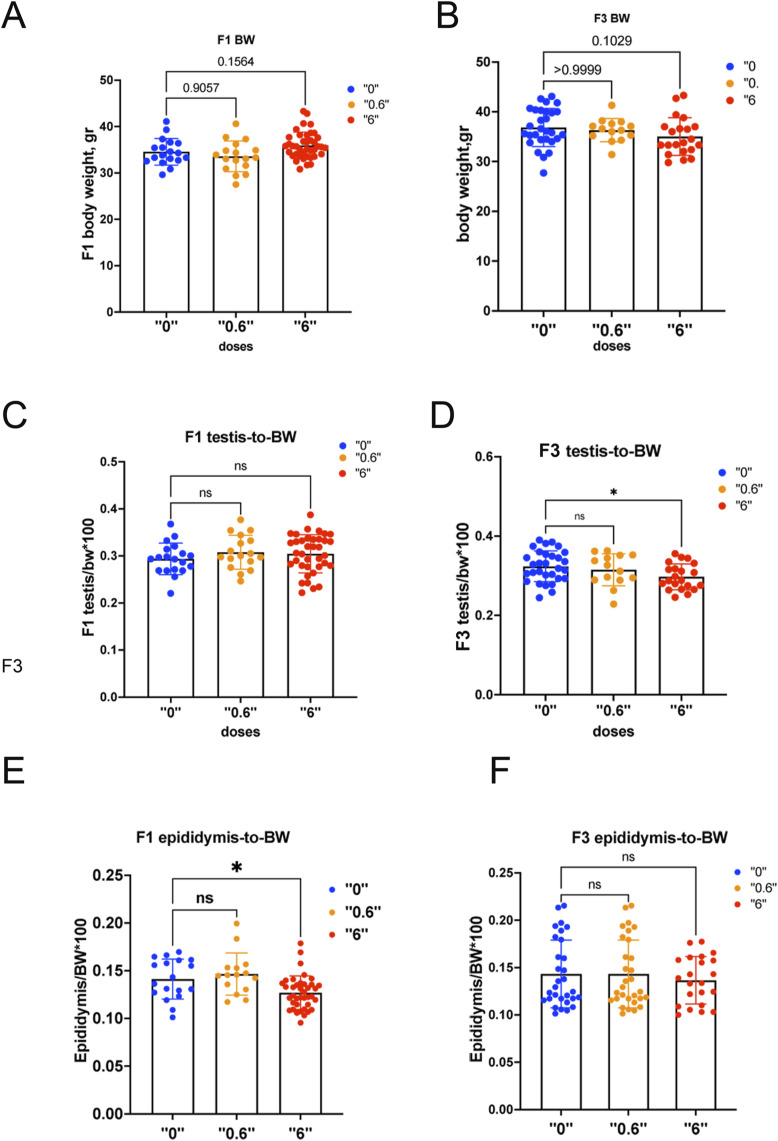
Body and organ weights in 2-mo-old F1 and F3 males. Male progeny of mice were euthanized at the age of 2 mo, and the murine organs were dissected and weighed. **(A, B)** Body weights in F1 (A, B) in F3. **(C, D)** Testis weights in F1 (C) and in F3 (D). **(E, F)** Epididymis weight in F1 (E) and (F) in F3. Testis and epididymis weights were normalized to body weights. F1: n = 23 dose “0,” n = 17 dose “0.6,” n = 42 dose “6”; F3: n = 23, dose “0,” n = 27 dose “0.6,” n = 35 dose “6,” *P < 0.05, Kruskal–Wallis test. All plots on the figure represent averaged values ± SD.

**Figure 1.**
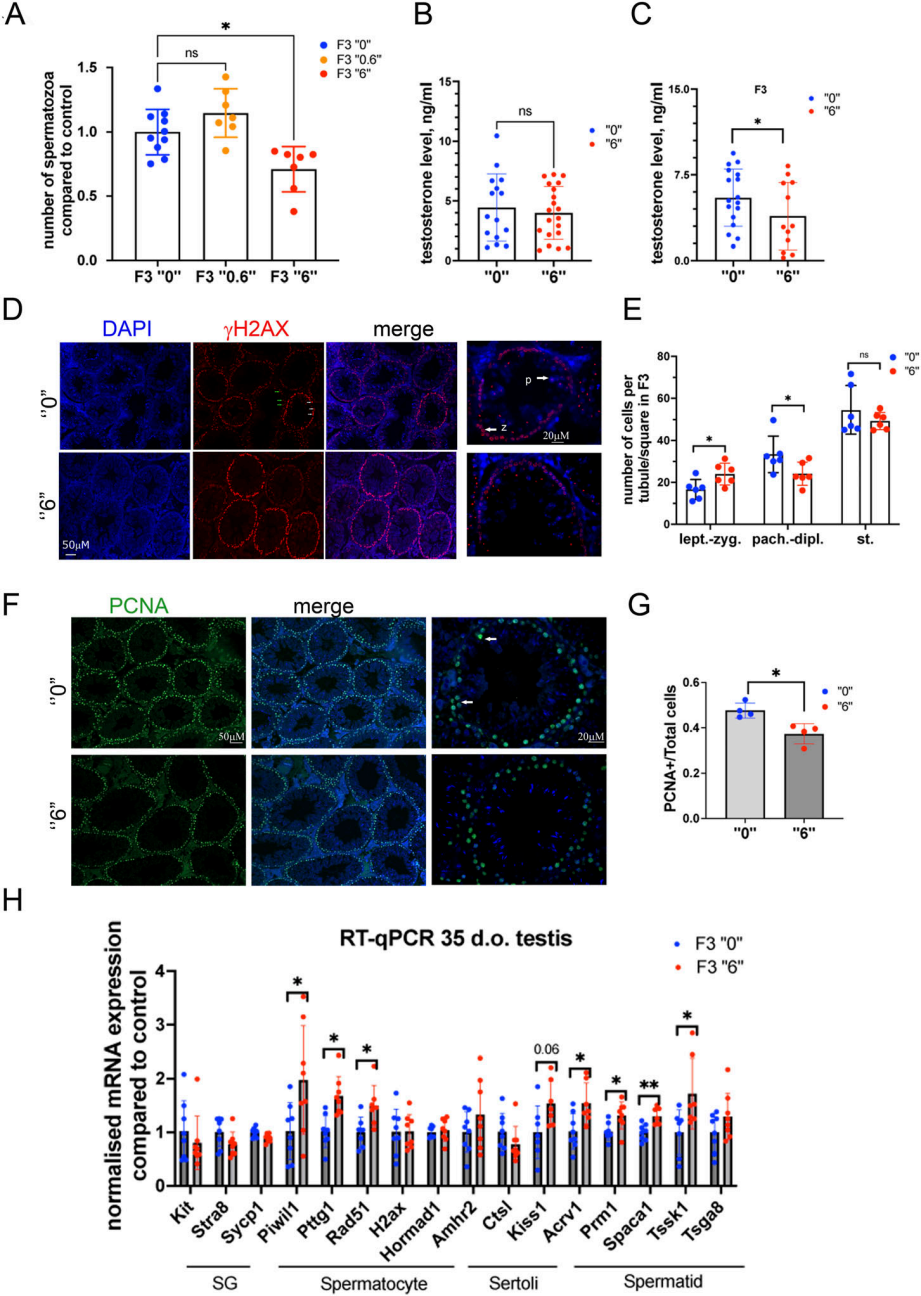
Effects of ancestral thiacloprid exposure on the reproductive system. **(A)** Spermatozoa numbers in F3 males. Spermatozoa were counted in the epididymis of 2-mo-old F3 male mice, the data were averaged and compared with the control, n = 10 dose “0,” n = 7 dose “0.6,” n = 7 dose “6,” *P < 0.05, Kruskal–Wallis test. **(B, C)** Testosterone levels (B) in F1 and (C) in F3 blood serum of 2-mo-old males, F1, n = 20 dose “0,” n = 23 dose “6”; F3, n = 20 dose “0,” n = 14 dose “6,” *P < 0.05, nonparametric Mann–Whitney test. **(D)** A representative image of paraffin 35-d-old F3 male testis section immunostained by γH2AX in control (top) and in the *thia 6*-derived (bottom) mice, bar is 50 µΜ, images were taken using 20x objectives, the last images are 63x magnification images, z, zygotene cells, p, pachytene cells, bar is 20 µΜ. **(E)** Quantitative analysis of cells in seminiferous tubules in 35-d-old testis of F3 males, n = 6 dose “0,” n = 6 dose “6,” *P < 0.05, nonparametric Mann–Whitney test. **(F)** A representative image of paraffin 35-d-old testis section immunostained by PCNA in F3 control (top) and in the F3 *thia 6*-derived (bottom) mice. PCNA protein presents in leptotene–zygotene and pachytene–diplotene spermatocytes in mouse (white arrow), bar is 50 µΜ. The last images are 63x magnification images, white arrows indicate a PCNA-positive cells, bar is 20 µΜ. **(G)** Quantitative analysis of PCNA-positive cells in seminiferous tubules in 35-d-old testis F3, n = 4 dose “0,” n = 4 dose “6,” *P < 0.05, nonparametric Mann–Whitney test. **(H)** Quantitative RT‒qPCR analysis of germ cell population markers in 35-d-old testis F3 males, n = 8 dose “0,” n = 8 dose “6.” *P < 0.05, **P < 0.01, nonparametric Mann–Whitney test. All plots are averaged values ± SD, SG, spermatogonia.

To reveal the effects on germ cell density, we prepared paraffin sections from 35-d-old mice and stained sections with hematoxylin and eosin (Fig S3A). We counted the number of cells in tubules that were in stage VI or VII and measured the total number of cells in tubules per square micrometer (µm2) of the tubule area. The results were averaged and are presented as the number of cells per 1,000 µm^2^. No significant changes were observed in F3 for 0.6 mg/kg/day. However, for 6 mg/kg/day, a 12% tendency to decrease was observed (Fig S3B). No significant changes in lumen size were observed in F3 for either tested dose (Fig S3C).

**Figure S3.**
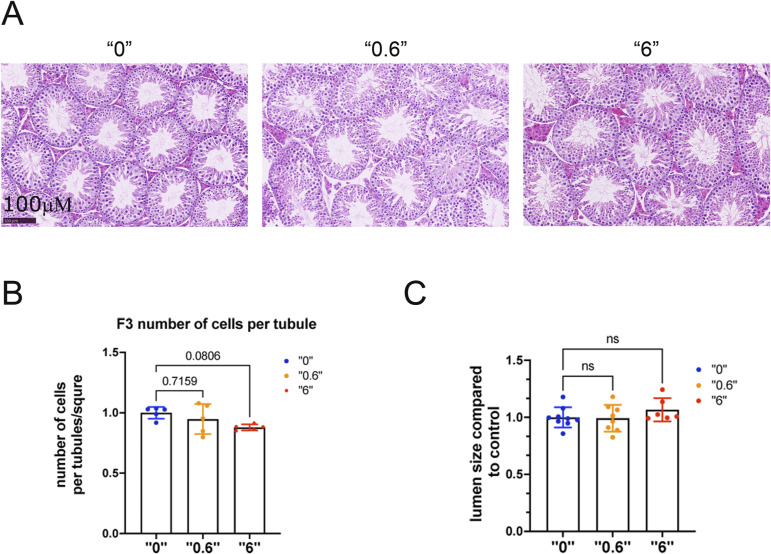
Testis morphology in F1 and F3 males. Mice were euthanized at 35 d of age. The testes were fixed in Bouin’s solution and embedded in paraffin. Paraffin sections were stained with H&E and cells were counted in stage six to seven tubules. **(A)** Representative images of testes from mice derived from treatment doses of 0, 0.6 and 6 mg/kg/day, bar is 100 µΜ. **(B)** Number of cells per tubule in F3. **(C)** Lumen size in F3 males, F3, n = 6 dose “0,” n = 7 dose “0.6,” n = 6 dose “6,” Kruskal–Wallis test. All plots on the figure represent an averaged values ± SD.

Next, we measured the serum testosterone level. We collected blood at the time of the mouse dissection, separated the serum and blood cells by centrifugation, and performed the analysis of testosterone levels in serum by using an ELISA kit. Analysis was performed only for 6 mg/kg/day in F1 and F3 males. The analysis revealed no significant changes in F1 (Fig 1B), but a significant 29% decrease in testosterone in F3 for 6 mg/kg/day was detected (Fig 1C).

In conclusion, gestational exposure to *thia* leads to a decrease in spermatozoa numbers in F1 for both exposure doses, whereas in F3, a spermatozoa decline was observed in the mice treated with 6 mg/kg/day only. This finding suggests that the effects promoted by exposure to 6 mg/kg/day, but not to 0.6 mg/kg/day, were conserved in F3. Therefore, further analyses of the effects of ancestral exposure to *thia* were performed in animals treated with 6 mg/kg/day.

### The transgenerational effects on testis cell populations in F3

To further assess the effects of thiacloprid on germ cell populations, we immunostained paraffin sections with an anti-γH2AX antibody, a marker of double-strand DNA breaks (DSBs), which are common in meiotic cells. The γH2AX signal was used to identify the individual stages of cells within the germ cell population. Indeed, the γH2AX signal appeared as very bright nuclear staining at the early leptotene–zygotene stage and as a bright spot in sex chromosomes at the zygotene–diplotene stages (Fig 1D). The staining is normally absent in haploid cells such as round spermatids. We performed analysis in the control and in the male progeny in the 6 mg/kg/day group. The spermatids were identified by DAPI staining. In F3, we observed a significant 44% increase in *leptotene*–*zygotene* cells and a 28% decrease in *pachytene*–*diplotene* cells (Fig 1E).

In the present study, to evaluate the total number of meiotic cells, we performed the analysis of PCNA marker. PCNA staining was detected previously in spermatogenic cells in the zygotene and pachytene spermatocytes (Chapman & Wolgemuth, 1994). It is suggested that PCNA plays a role in class-switch recombination during meiosis (Roa et al, 2008). We performed staining using paraffin sections (Fig 1F) and analysed the ratio of PCNA-positive cells compared with the total cell number per seminiferous tubule. Our analysis showed a slight but significant decrease in PCNA-positive cells per tubule, which may reflect the decreased number of meiotic cells in exposed progeny in F3 (Fig 1G).

To further evaluate cell type-specific changes, we performed RT‒qPCR analysis using cell type-specific markers. We performed analysis for markers specific for spermatogonia (SG), spermatocytes (SC), spermatids (ST) and Sertoli cells. The analysis was done in whole testis. As a marker database source, we used single-cell sequencing data (Green et al, 2018). In F3 thia-derived mice, we observed that spermatocyte-specific genes such as *Piwil1*, *Ptgg1*, and *Rad51* had increased expression (1.9, 1.7, and 1.5 times, respectively) compared with controls. Genes specific for the spermatid fraction, *Prm1*, *Spaca1*, and *Tssk1*, had increased expression (1.3, 1.3, and 1.7 times, respectively). These data suggest a possible impact of *thia* exposure on gene expression in both meiotic and postmeiotic populations of cells (Fig 1H).

Thus, gestational exposure to thiacloprid leads to changes in testis morphology, affects testosterone levels, alters testis-specific gene expression in adults, and leads to spermatozoa decline, suggesting that ancestral *thia* exposure has a deleterious effect on reproductive function in third-generation males.

### Synapsing defects and persistence in meiotic DSBs and chromosomes were observed after ancestral exposure to *thia*

Because we observed synapsing defects in F1 generation males (Hartman et al, 2021), we investigated the synapsing efficiency between the control and treatment groups in F3. We immunostained the surface testis spread slides against SYCP3 (meiotic chromosome marker) and SYCP1 (a marker of completely synapsed chromosomes) (Fig 2A). SYCP1 and SYCP3 were analysed in a minimum of 35 *pachytene* cells from the control and exposed groups. In normal meiosis, SYCP1 and SYCP3 completely overlap except for the sex chromosomes, and in pathological conditions, SYCP1 and SYCP3 have regions that do not completely overlap. In F3, we observed an 11fold increase in incomplete synapsed chromosomes (Fig 2B).

**Figure 2.**
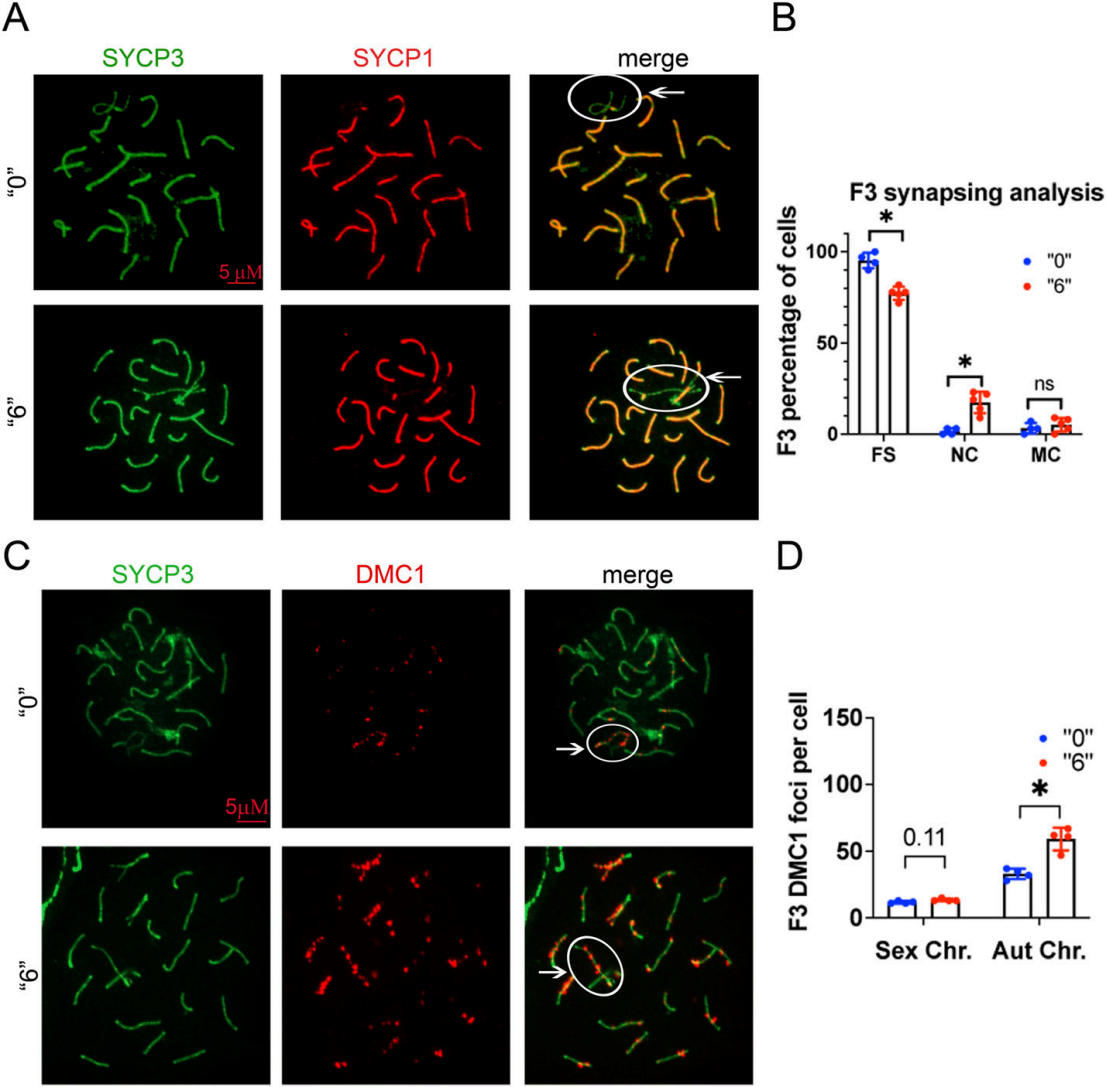
Meiotic defects in exposed mice. **(A)** Representative image of 35-d-old F3 male testis cell spreads immunostained against central, SYCP1 (red) and lateral, SYCP3 (green) components of the synaptonemal complex, white circle indicates sex chromosomes. **(B)** Quantitative analysis of the synapsing defects in 35-d-old testis, FS, fully synapsed, NC, not complete, MC, multiple connections, n = 4 dose “0,” n = 4 dose “6,” non-parametric Mann-Whitney test, bar is 5 µΜ. **(C)** Representative image of pachytene stage immunostained by DMC1 (red) and SYCP3 (green) in control (top) and *thia* 6-derived (bottom) 35-d-old testis cell spreads, bar is 5 µΜ. **(D)** Quantitative analysis of DMC1 foci in F3 35 d-old generation males, sex and autosome (Aut.) chromosome (Chr.) foci were counted independently and compared with control samples, n = 4 dose “0,” n = 4 dose “6,” *P < 0.05, nonparametric Mann–Whitney test. All plots on the figure represent an averaged value ± SD.

To assess DNA repair efficiency between the control and treatment groups, we immunostained the slides against SYCP3 and DMC1 (a marker of meiosis-specific recombinase that binds to DSBs) proteins (Fig 2C). DMC1 foci were enumerated for the control and exposed groups. We chose cells that were in the early *pachytene* stage (defined as *pachytene* based on Page et al [2012]), visually fully synapsed, and showed more than 10 DMC1 foci. We counted the DMC1 foci in sex and autosomal chromosomes separately to determine whether there was a chromosome-specific alteration. In F3, we observed a 1.8fold increase in the number of DMC1 foci in autosomes and a 1.1fold tendency to increase for sex chromosomes (Fig 2D).

In conclusion, we observed meiotic defects in F3 that were previously found in F1, namely, the persistence of DSBs and a higher number of synapsing errors, suggesting that meiosis was perturbed in both F1 and F3 generations after in utero *thia* exposure.

### The effects of *thia* exposure on H3K9me3

Because we previously observed decrease in H3K9me3 (Hartman et al, 2021), an important mark for heterochromatin organization, in F1, we decided to evaluate the effects of *thia* exposure on H3K9me3 levels in F3. We immunostained spreads against H3K9me3 and SYCP3 and performed quantitative analysis of H3K9me3 in individual cells (Fig 3A). In F3, the normalized values for H3K9me3 were almost two times higher in the descendants of the exposed mice than in those of the control mice (Fig 3B).

**Figure 3.**
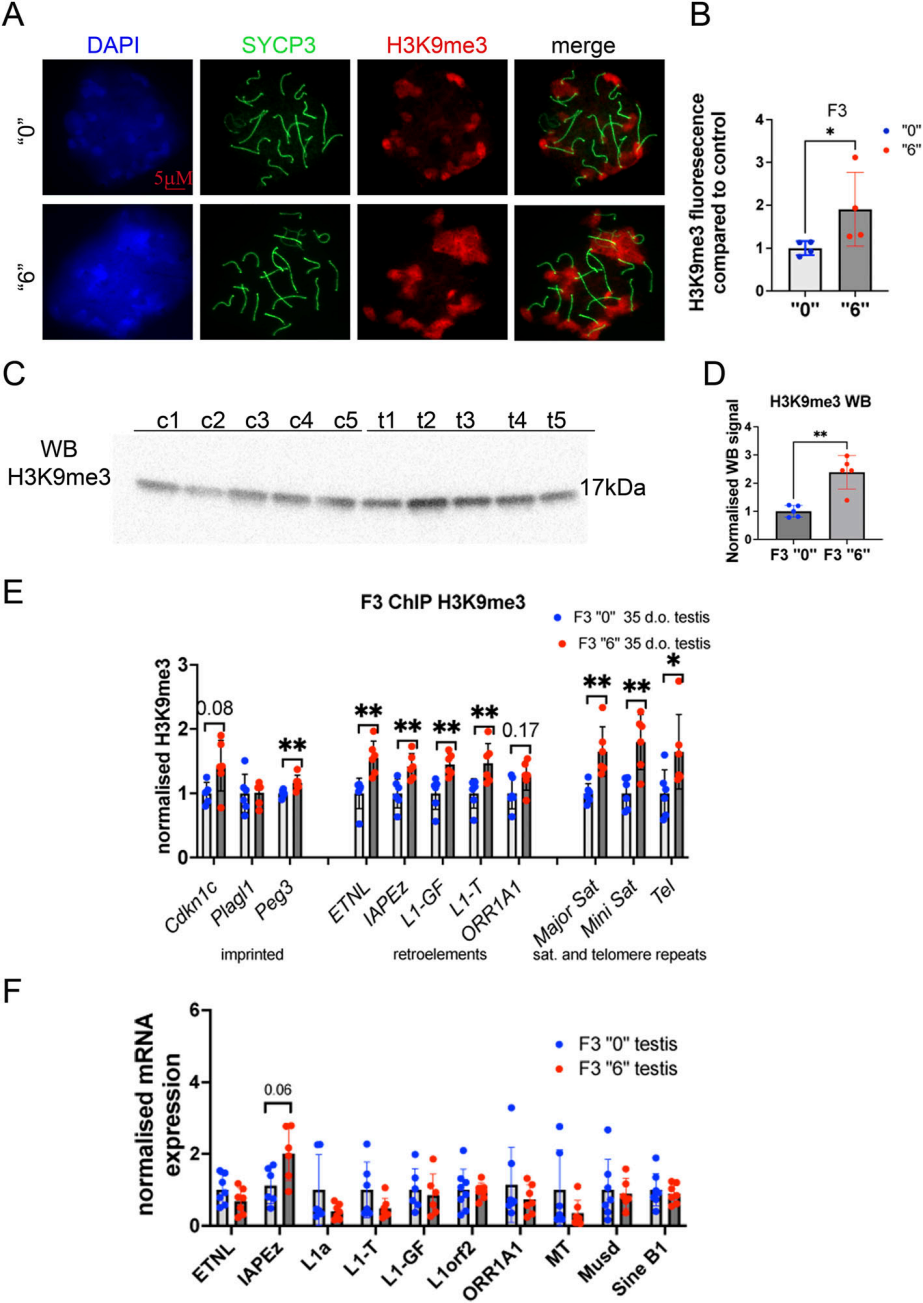
The effects of ancestral thiacloprid exposure on H3K9me3 levels and retroelement transcription activity. **(A)** Representative image of 35-d-old F3 male testis spreads immunostained against H3K9me3 (red) or SYCP3 (green), bar is 5 µΜ. **(B)** Quantitative analysis of H3K9me3 intensity in F3 generation males, n = 5 dose “0,” n = 4 dose “6,” *P < 0.05 nonparametric Mann–Whitney test. **(C)** Representative image of H3K9me3 Western blot of testis tissue, c1-c5 are control, t1-t5 are *thia* -derived samples. **(D)** Quantitative analysis of Western blot, n = 5 dose “0,” n = 5 dose “6,” **P < 0.01 nonparametric Mann–Whitney test. **(E)** Quantitative ChIP‒qPCR analysis of H3K9me3 in 35-d-old testis of F3 males, n = 5 dose “0,” n = 5 dose “6,” *P < 0.05, **P < 0.01 nonparametric Mann–Whitney test. **(F)** The analysis of retroelement expression in 35-d-old testis of F3 males by RT–qPCR, n = 7 dose “0,” n = 7 dose “6.” All plots on the figure represent an averaged values ± SD.

To analyse the global level of H3K9me3, we extracted the histone proteins of 35-d-old male testis, loaded the proteins on a 4–15% gradient SDS–PAGE gel, and blotted against H3K9me3 (Figs 3C and S4A). The band intensity was normalized to the Ponceau stain shown in Fig S4B. The quantitative analysis of WB showed a significant increase in H3K9me3 level in F3 testis (Fig 3D), which is consistent with immunofluorescence data.

**Figure S4.**
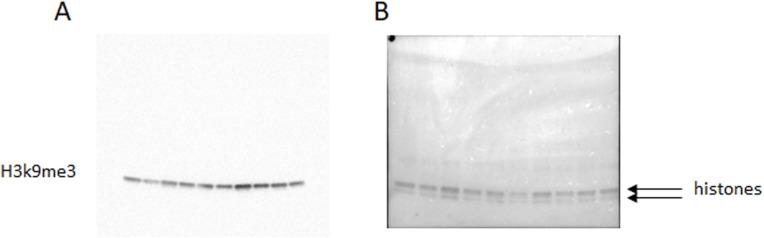
Uncut Western blot images. Histones were extracted from testis of 35-d-old F3 male mice, n = 5 dose “0,” n = 5 dose “6.” **(A, B)** H3K9me3 WB image, (B) Ponceau Red-stained membrane.

To reveal the level H3K9me3 occupancy at the regions which are normally enriched in H3K9me3, for example, imprinted genes, retroelements, satellite and telomere repeats, we performed ChIP followed by qPCR. We determined that H3K9me3 has an increased occupancy at imprinting gene *Peg3*, at retroelements, at the minor and major satellites and at telomere repeats (Fig 3E). This result is consistent with immunofluorescence and WB data.

We analysed the level of retroelement expression by RT‒qPCR in the testis of 35-d-old F3 males. Expression of retroelements in F3 did not change by ancestral exposure to *thia*, with only a tendency for IAPez to increase in expression (Fig 3F).

Our data show that the global level of H3K9me3 is increased in F3 adult 35-d-old testis upon ancestral *thia* exposure and this change in H3K9me3 does not significantly affect the expression of retroelements.

### RNA-seq analysis in embryonic thia-derived animals reveals effects on protein-coding genes important for meiosis, cell adhesion, and central nervous system development

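RNA was sequenced from 12 pools of embryonic testes taken at E15.5, 3 control and 3 *thia* pools in F1 and 3 of each in F3. The F1 embryos were exposed in the womb, at a dose of 6 mg/kg/day given to the mother, and the F3 embryos descended from exposed mice through the males and were not exposed themselves. The authors mapped the reads to mm10 with Hisat2 and counted them per gene with FeatureCounts, and the deposited values are these raw counts, without normalization, for 35976 gene symbols. The paper's text does not name whether read pairs or single reads were counted. Between 25081647 and 56638738 counts were assigned to genes per F1 control pool, with a median of 45930577. In F1 *thia* pools the range was 37867969 to 62786622, with a median of 49497734. In F3 it was 35216128 to 40614301 in control pools, with a median of 39873949, and 38415415 to 68996146 in *thia* pools, with a median of 44716590. At these totals, 1 CPM (a count scaled to the library total) corresponds to 25.1 to 69.0 counts in a library. CPM values were computed here with TMM normalization, and each mean is given with its SD over the 3 pools of a group. Control and *thia* pools were compared within each generation by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment, over the 19137 genes in F1 and the 18539 genes in F3 that passed the low-count filter of edgeR at its minimum count of 10. The FDR thresholds were those of the paper, 0.15 in F1 and 0.1 in F3, and log2 fold changes are *thia* over control. With 3 pools against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1.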

To explore the molecular mechanisms of *thia* action, we performed transcriptomic analysis of mRNA using paired-end stranded RNA sequencing using three biological replicates for the *thia*-derived and control embryonic E15.5 testes. Each replicate was a pool of testes from three embryos because of the small size of this organ. 

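The counts of each pair of replicates were compared by a chi-square statistic divided by its degrees of freedom, which is near 1 when only counting noise separates the 2 pools. It covered the 18229 to 19597 genes with a summed count of at least 20 in the pair. The statistic was 28.4 to 40.6 between F1 control replicates and 30.9 to 42.2 between F1 *thia* replicates. Between F3 control replicates it was 17.3 to 26.5. Between F3 *thia* replicates 1 and 3 it was 36.2, whereas the pairs with replicate 2 gave 90.7 and 101. No pair held identical counts.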

Principal component analysis and dispersion heatmap plots show substantial variation between F1 replicates (Fig S5A and B), which is probably the reason why only a small number of differentially expressed genes (DEGs) were detected in F1. 

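Principal component analysis was run on the rlog values of the 6 F1 libraries for the 500 most variable genes. The first component held 45.6% of the variance and the second 19.6%. On log2 CPM values, the alternative that moved the first component most, its share was 34.5%. Along the first component, *thia* replicate 2 lay at 10.3 and the other 5 libraries between -3.62 and 1.89. The groups were apart along the second component, with control libraries between -3.60 and -2.58 and *thia* libraries between 1.13 and 5.49. Euclidean distances on rlog values were 16.9 to 21.4 between control replicates, 18.2 to 21.01 between *thia* replicates and 17.1 to 25.5 between control and *thia* libraries.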

We identified 198 DEGs in F1 (FDR < 0.15) (Figs 4A and S5C). 

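In F1, 2 of the genes tested had an adjusted p under 0.15 with edgeR, 1 higher and 1 lower in *thia* testis. At an unadjusted p under 0.05 there were 1677 genes, and in 2749 genes (14.4%) all *thia* pools lay on one side of all control pools, where chance gives 10%. Without the low-count filter, the alternative that moved this number most, it rose to 243. Single libraries also moved it. There were 20 such genes without control replicate 1, 1 without *thia* replicate 1 and 1 without *thia* replicate 3, and none without control replicate 2, where 1480 genes had an unadjusted p under 0.05. The gene that was higher was *Gas5*, a processed transcript on chromosome 1 of mm10 from 161034422 to 161038539. Its level was 58.1 ± 0.319 CPM (SD, n = 3) in control and 98.4 ± 4.33 CPM (SD, n = 3) in *thia* testis, a log2 fold change of 0.76 (standard error 0.081, adjusted p = 0.0278, edgeR), and it was higher in all 3 *thia* pools than in every control pool. With 1 library left out, its adjusted p from edgeR was 0.180 without control replicate 2, 0.165 without *thia* replicate 1 and 0.235 without *thia* replicate 3.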

Among the DEGs, we identified 101 genes that were down-regulated and 97 that were up-regulated. 

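The gene that was lower was *Dppa3*, on chromosome 6 from 122626410 to 122630272. It was at 77.1 ± 7.51 CPM (SD, n = 3) in control and 24.01 ± 6.64 CPM (SD, n = 3) in *thia* testis (log2 fold change -1.69, standard error 0.185, adjusted p = 0.0278, edgeR), and lower in all 3 *thia* pools than in every control pool. Its adjusted p from edgeR rose to 0.180 without control replicate 2 and to 0.301 without control replicate 3. Of the genes with an unadjusted p under 0.05, 886 were higher and 791 were lower. With the Wald test of DESeq2, the tool of the paper, 199 genes had an adjusted p under 0.15, 98 higher and 101 lower. The genes labelled in Fig 4A were looked at one by one. The 13 on its left side were higher in *thia* testis, with log2 fold changes of 0.51 to 1.08, and the 17 on its right side were lower, with -2.50 to -0.51. In all of them the 3 *thia* pools lay on one side of the 3 control pools, where chance gives 10% of genes. Adjusted over the list alone, all 13 and all 17 had an adjusted p under 0.15 with edgeR, but the study chose these genes on the same libraries, so this is not independent evidence. Over all genes tested, 1 of the 13 and none of the 17 passed, although all of them had an unadjusted p under 0.05 and passed with DESeq2. Without control replicate 1, 2 of the 13 and 8 of the 17 passed with edgeR, and in the other 5 fits without 1 library at most 1 of them passed.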

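The DAVID terms and their gene lists were not used here. In their place, 16 lists of genes were used, 5 for F1 and 11 for F3. They were written for the terms of Fig 4B and D, except for 1 F1 list that holds the genes of Table S3, and between 19 and 150 genes of a list were tested. Each list was tested for a shift against all other genes with camera, at its preset correlation between genes of 0.01. It was also tested with fry, which asks whether the genes of the list changed, without comparing them with other genes. The correlation between genes enters fry through the pools themselves. P-values were adjusted over the lists of a generation. All 5 F1 lists and all 11 F3 lists had an adjusted p under 0.05 with camera. The direction was that of the paper's term in each list but that of Table S3, for which the paper gives no direction of expression in the embryonic testis. With fry, 0 of the 5 F1 lists passed (1 at an unadjusted p under 0.05) and 10 of the 11 F3 lists passed. A pass with fry does not set a list apart from the other genes. In F3, 3906 of all genes tested had an unadjusted p under 0.05 with edgeR. With camera at a correlation estimated for each list, the alternative that moved the calls most, 0 passed in either generation, with 1 F1 list and 3 F3 lists at an unadjusted p under 0.05. Under other splits of the same libraries into 3 against 3, camera at 0.01 called 0 to 5 of the F1 lists and 2 to 11 of the F3 lists. A pass with camera at 0.01 is therefore not particular to the treatment. The members called by DESeq2 in the direction of the paper's term, and as lower for the list of Table S3, were also counted. Members called in the other direction were left out of these counts. They were compared by the one-sided Fisher exact test with all genes to which DESeq2 gave an adjusted p.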

We performed a functional annotation of the down- and up-regulated genes separately by using the Gene Ontology program DAVID (Fig 4B), with genes which are expressed in embryonic testis as a background list. 

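In a list for germ cell development and meiosis, 51 of the 67 genes tested were lower in F1 *thia* testis, with a median log2 fold change of -0.21 (adjusted p = 8.2e-08, camera). *Dppa3* was the 1 member past the threshold with edgeR over all genes tested, and 26 members passed when adjusted over the list alone. DESeq2 called 13 members as lower (Fisher's exact test, p = 3.3e-17). Among the 3 members with the smallest p were *Tex11* and *Lin28a*. *Tex11*, on chromosome X from 100838648 to 101059667, was at 20.1 ± 3.19 CPM (SD, n = 3) in control and 10.5 ± 1.74 CPM (SD, n = 3) in *thia* testis (log2 fold change -0.94, standard error 0.158, adjusted p = 0.201, edgeR), and without control replicate 1 its adjusted p was 0.114. *Lin28a* was at 47.8 ± 7.06 CPM (SD, n = 3) and 29.6 ± 1.21 CPM (SD, n = 3), a log2 fold change of -0.69 (standard error 0.118, adjusted p = 0.201, edgeR). In both genes all *thia* pools were below all control pools. Of the genes of Table S3, which respond to reprogramming of the germline, 38 were tested and 31 were lower, with a median of -0.27 (adjusted p = 1.3e-06, camera), and 14 passed when adjusted over the list alone against 0 over all genes tested, where 14 had an unadjusted p under 0.05. DESeq2 called 5 of them as lower (Fisher's exact test, p = 1.9e-06). No list was written for transcription repressors.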

In F1, among the down-regulated genes, we observed enrichment in germ cell development, male meiosis, and transcription repressor-related genes. Among up-regulated genes, the strongest enrichment was found in the genes related to sensory perception of the sound, muscle contraction, cell differentiation, and skeletal system development (Fig 4B). 

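In the list for muscle contraction, 43 of 48 genes were higher in F1 *thia* testis, with a median log2 fold change of 0.64 (adjusted p = 8.2e-08, camera). Without *thia* replicate 2 the adjusted p was 0.00124. *Myh2* rose from 2.24 ± 0.252 CPM (SD, n = 3) to 4.70 ± 0.277 CPM (SD, n = 3), a log2 fold change of 1.08 (standard error 0.179, adjusted p = 0.201, edgeR). The summed level of 12 skeletal muscle genes was 661 CPM in *thia* replicate 2 and 51.4 to 113.8 CPM in the other 5 libraries. In the list for skeletal system development, 26 of 36 genes were higher, with a median of 0.20 (adjusted p = 0.000491, camera). Its member with the smallest p, *Col1a1*, was at 1449 ± 49.2 CPM (SD, n = 3) in control and 2131 ± 330.5 CPM (SD, n = 3) in *thia* testis (log2 fold change 0.56, standard error 0.125, adjusted p = 0.408, edgeR). In the list for sensory perception of sound, 32 of 44 genes were higher, with a median of 0.17 (adjusted p = 0.00221, camera). This list did not pass without control replicate 1 (adjusted p = 0.0632, camera) or without *thia* replicate 2 (adjusted p = 0.0763, camera). *Slc52a3* rose from 7.45 ± 0.664 CPM (SD, n = 3) to 15.6 ± 3.13 CPM (SD, n = 3), with a log2 fold change of 1.07 (standard error 0.159, adjusted p = 0.201, edgeR). Without control replicate 1 its adjusted p was 0.137. In these 3 genes all *thia* pools were above all control pools. Adjusted over each list alone, 25 muscle, 5 skeletal and 6 hearing genes passed, against 0 over all genes tested, where 17, 8 and 9 had an unadjusted p under 0.05. As higher, DESeq2 called 4 muscle genes (Fisher's exact test, p = 7.0e-05), 1 skeletal gene (Fisher's exact test, p = 0.169) and 2 hearing genes (Fisher's exact test, p = 0.0217). No list was written for cell differentiation.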

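The 6 F3 libraries were compared in the same way as those of F1. The first principal component held 75.1% of the variance and the second 15.2%. With all genes in place of the 500 most variable ones, the alternative that moved them most, these shares were 46.1% and 31.9%. Along the first component, *thia* replicate 2 lay at 20.0, control replicate 3 at 6.71 and the other 4 libraries between -8.73 and -4.56. Along the second, control libraries lay between -5.88 and -1.68 and *thia* libraries between 2.01 and 6.96. Distances between F3 control replicates were 20.1 to 26.4. Between F3 *thia* replicates they were 23.1 for replicates 1 and 3, and 37.6 and 38.1 for the pairs with replicate 2. Control and *thia* libraries of F3 were 22.8 to 42.8 apart. The median over genes of the variance of log2 CPM within a group was 0.0210 in F3 control and 0.0319 in F3 *thia*, against 0.0287 in F1 control and 0.0191 in F1 *thia*.

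**Figure D1:**
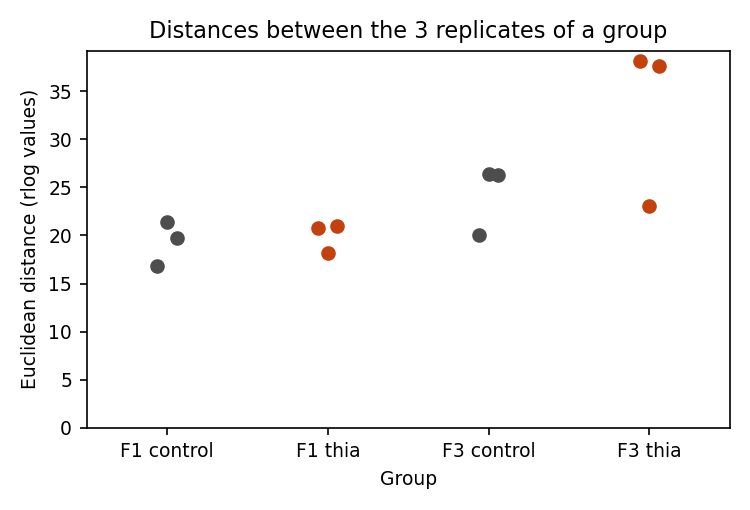
Euclidean distances between the replicates of each group on rlog values, with 1 point per pair of replicates and the 4 groups side by side. The pairs of F1 replicates lie between 16.9 and 21.4, and the highest points are the F3 *thia* pairs with replicate 2, at 37.6 and 38.1.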

In F3, we identified less variations between replicates compared with F1 (Fig S5D and E). 

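In F3, 0 of the genes tested had an adjusted p under 0.1 with edgeR, where the smallest was 0.101, and 3906 had an unadjusted p under 0.05. In 5091 genes (27.5%) all *thia* pools lay on one side of all control pools, where chance gives 10%. Under the threshold used for F1, an adjusted p under 0.15 that was applied to F3 after its values were seen, 1826 genes passed. With DESeq2, the alternative that moved the number most, 2288 genes passed at 0.1. Leaving out *thia* replicate 2 gave 1294 genes with edgeR, leaving out control replicate 2 gave 2 and leaving out *thia* replicate 1 gave 1.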

We determined that 2,277 genes were differentially expressed in F3 (FDR < 0.1) (Figs 4C and S5F). In F3, among DEGs, we identified 882 genes that were down-regulated and 1,395 that were up-regulated. 

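Of the genes with an unadjusted p under 0.05 in F3, 2044 were higher and 1862 were lower in *thia* testis. DESeq2 called 1409 higher and 879 lower. Which direction held more genes depended on the setting of edgeR. More were lower with upper quartile scaling (209 higher, 311 lower), at least 10 counts in every library (151, 182) and bias-adjusted deviances (39, 42). More were higher without the filter (366, 203), with all 12 libraries in one fit (1153, 783), at an FDR of 0.15 (940, 886) and without *thia* replicate 2 (802, 492). *Lct*, on chromosome 1 from 128284756 to 128328318, fell from 13.2 ± 8.59 CPM (SD, n = 3) to 1.85 ± 0.308 CPM (SD, n = 3), with a log2 fold change of -2.83 (standard error 0.45, adjusted p = 0.101, edgeR). The transcript *2610507I01Rik*, on chromosome 11 from 59199836 to 59202385, rose from 0.583 ± 0.294 CPM (SD, n = 3) to 4.89 ± 0.545 CPM (SD, n = 3), with a log2 fold change of 3.05 (standard error 0.359, adjusted p = 0.101, edgeR). In both genes the groups did not overlap. The 20 genes labelled on the left side of Fig 4C were all higher in *thia* testis, with log2 fold changes of 0.53 to 3.05, and 9 genes of its right side were all lower, with -3.57 to -0.68. In all of them the *thia* pools lay on one side of the control pools, where chance gives 10% of genes. Over all genes tested none passed, with adjusted p-values of 0.101 to 0.105 from edgeR and an unadjusted p under 0.05 in each. Adjusted over the list alone, all 20 and all 9 passed, but the study chose these genes on the same libraries, so this is not independent evidence. Without *thia* replicate 2, all 20 and all 9 passed with edgeR, and in the other 5 fits without 1 library their adjusted p-values were 0.118 to 0.364. DESeq2 called all of them except *Gm39845*, to which it gave no adjusted p.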

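Of 87 genes for ribosomal proteins of the cytoplasm, 83 were lower in F3 *thia* testis, with a median log2 fold change of -0.24 (adjusted p = 3.0e-15, camera). Their member with the smallest p, *Rpl9*, fell from 3302 to 2245 CPM (log2 fold change -0.56, standard error 0.102, adjusted p = 0.105, edgeR). Ribosomal protein genes have many processed copies in the genome that could split their reads. Of 76 genes for mitochondrial ribosomal proteins, 74 were lower, with a median of -0.24 (adjusted p = 4.5e-15, camera). Initiation and elongation factors were lower in 55 of 67 genes (median -0.17, adjusted p = 1.5e-05, camera). In the list for rRNA processing 78 of 89 genes were lower (median -0.16, adjusted p = 2.0e-08, camera), and in that for protein folding 53 of 69 (median -0.20, adjusted p = 6.8e-07, camera). In the folding list *Ppih* fell from 95.1 ± 8.03 CPM (SD, n = 3) to 34.8 ± 5.37 CPM (SD, n = 3), a log2 fold change of -1.45 (standard error 0.128, adjusted p = 0.101, edgeR), and was lower in all 3 *thia* pools. In the list for the respiratory chain 77 of 84 genes were lower (median -0.18, adjusted p = 1.7e-10, camera). Adjusted over each list alone, 54, 48, 31, 20, 35 and 31 genes passed in this order, against 0 over all genes tested, where 49, 42, 32, 24, 34 and 33 had an unadjusted p under 0.05. DESeq2 called 32, 26, 11, 16, 18 and 20 of them as lower, in the same order, with one-sided p-values from Fisher's exact test between 6.5e-18 and 0.00165.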

The down-regulated genes were related to translation, rRNA processing, protein folding, and mitochondrial electron transport. The up-regulated genes were the genes that encode proteins for cell adhesion, cell migration, angiogenesis, axon guidance, and cholesterol metabolic process-related functions (Fig 4D).

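In the list of cell adhesion families, 125 of 150 genes were higher in F3 *thia* testis, with a median log2 fold change of 0.31 (adjusted p = 1.9e-10, camera). Its member with the smallest p, *Cdh5*, on chromosome 8 from 104101625 to 104144511, rose from 31.6 ± 4.68 CPM (SD, n = 3) to 69.5 ± 12.1 CPM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.156, adjusted p = 0.101, edgeR). Axon guidance families were higher in 58 of 72 genes (median 0.33, adjusted p = 1.6e-09, camera). In the angiogenesis list 50 of 54 genes were higher (median 0.48, adjusted p = 3.3e-14, camera), with *Eng* rising from 42.8 ± 4.54 CPM (SD, n = 3) to 72.3 ± 0.726 CPM (SD, n = 3), a log2 fold change of 0.76 (standard error 0.09, adjusted p = 0.101, edgeR). Without *thia* replicate 2 the adjusted p of *Cdh5* was 0.0505 and that of *Eng* 0.0583. All *thia* pools were above all control pools for both genes. In the list for cholesterol metabolism 34 of 36 genes were higher (median 0.48, adjusted p = 6.5e-12, camera). A list for steroid biosynthesis, a term of Fig 4D, had 17 of 19 genes higher (median 0.50, adjusted p = 0.000112, camera). It was the F3 list that did not pass with fry (adjusted p = 0.0550). Adjusted over each list alone, 48, 35, 37, 23 and 12 genes passed in this order, against 0 over all genes tested, where 53, 35, 34, 23 and 10 had an unadjusted p under 0.05. DESeq2 called 42, 27, 30, 23 and 7 of them as higher, with one-sided p-values from Fisher's exact test between 2.7e-17 and 0.00127. No list was written for cell migration. Because whole testes were sequenced, a changed share of cell types cannot be told apart from a change per cell in these lists.

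**Figure D2:**
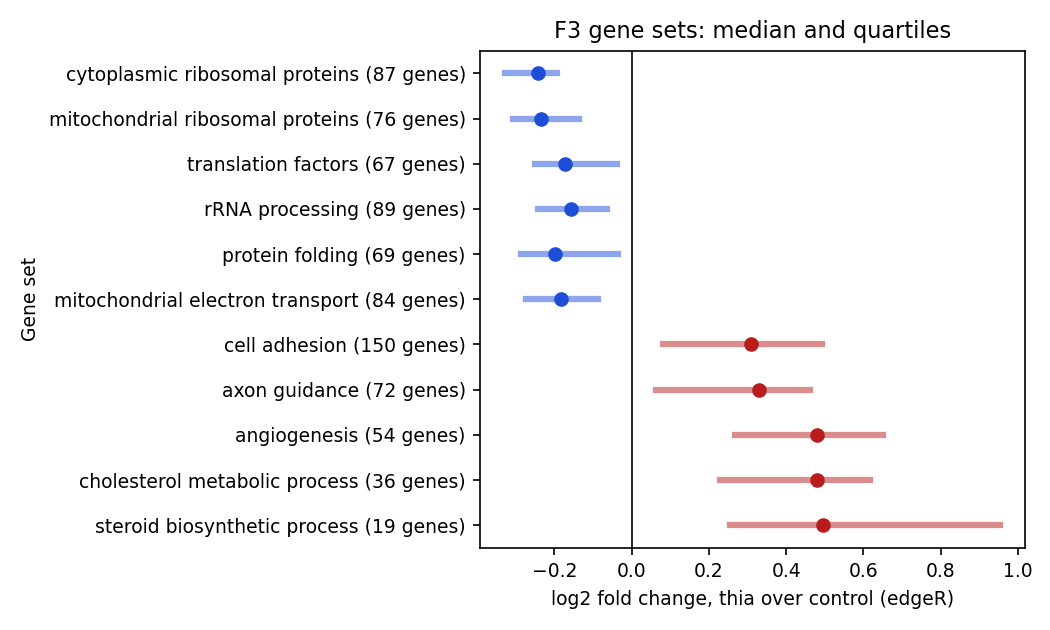
Median log2 fold change of *thia* over control in F3 for each of the 11 gene lists, with the quartiles of its genes as lines and the line at 0 marking no change. The medians of the 6 lists for translation, rRNA processing, protein folding and the respiratory chain lie between -0.24 and -0.16, and those of the other 5 lists between 0.31 and 0.50.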

**Figure S5.**
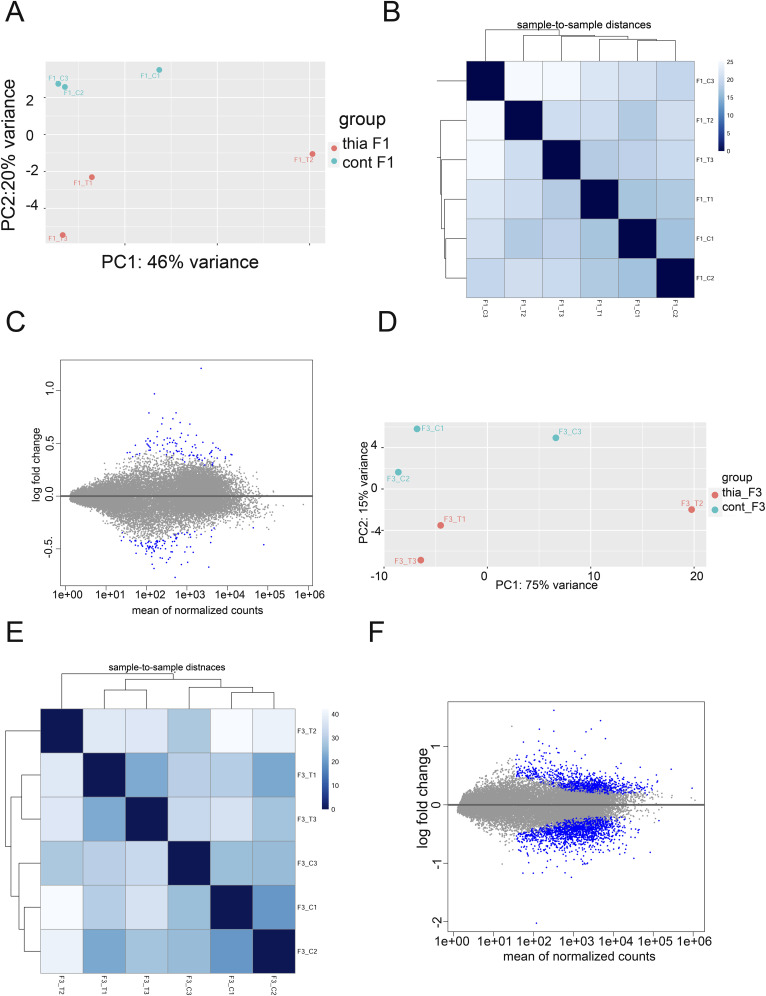
The analysis of RNA-seq data in F1 and F3 embryonic testis. **(A, B, C)** Principal component analysis (PCA) plot, (B) a sample-to-sample dispersion heatmap, and (C) MA-plot in F1 RNA-seq. **(D, E, F)** PCA plot, (E) a sample-to-sample dispersion heatmap and (F) MA-plot in F3; n = 3 dose “0,” n = 3 dose “6” in both F1 and F3 generations. Plots were generated by Deseq2 package which uses Wald test for statistical significance assessment. PCA plots show clusters of samples based on their similarity. MA plots represent log fold-change versus mean expression between control and exposed group, sample-to-sample dispersion heatmaps visualize the variations between replicates.

**Figure 4.**
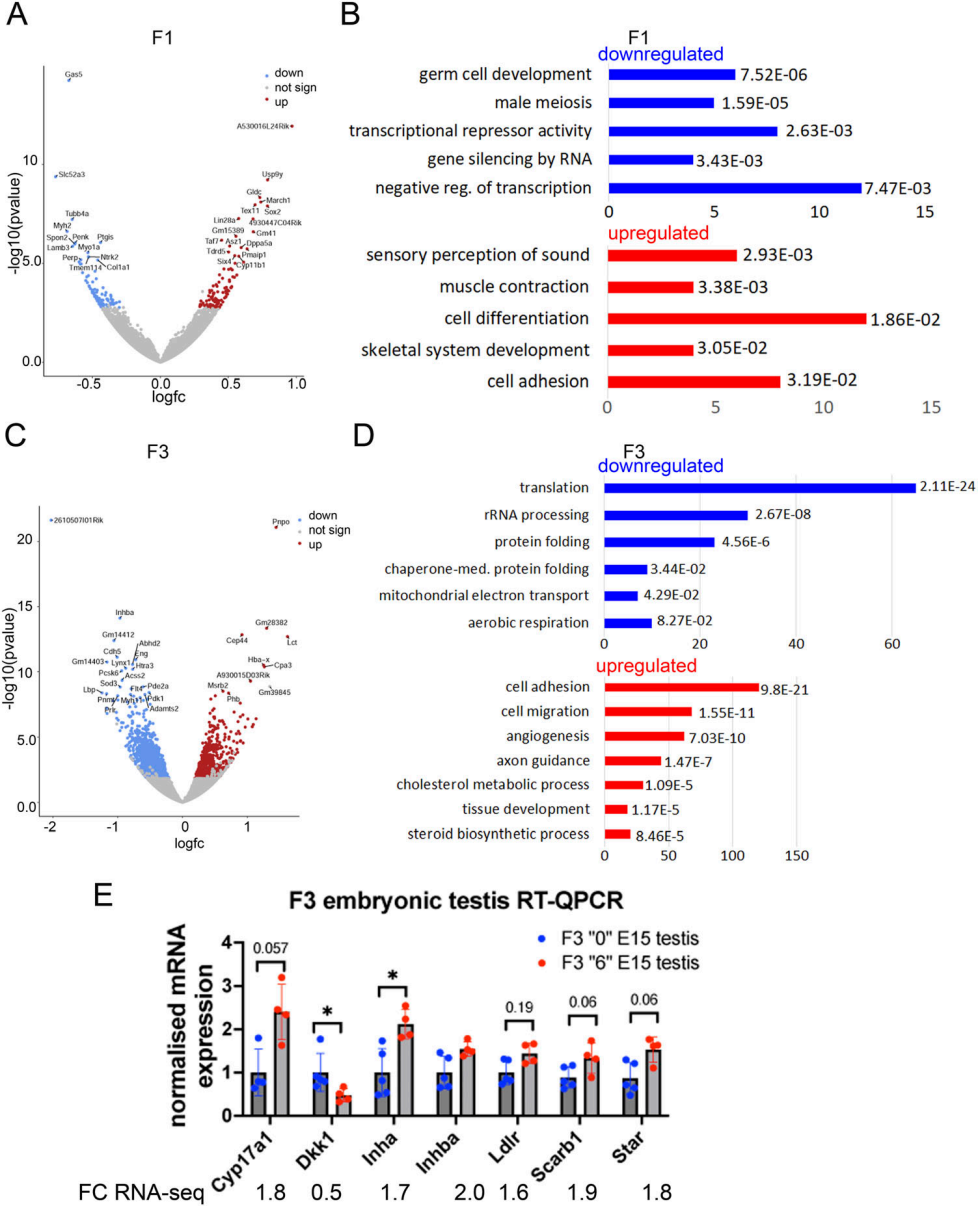
RNA-seq analysis in embryonic E15.5 F1 and F3 testes. **(A)** Volcano plot of differentially expressed genes in F1 testis, down-regulated genes are in blue and up-regulated are in red, n = 3 dose “0,” n = 3 dose “6.” **(B)** Functional annotation of the down-regulated (blue) or up-regulated (red) differentially expressed genes in F1 embryonic testis were done using DAVID, Fisher’s exact test was adopted in DAVID to measure the gene-enrichment in annotation terms, the genes were sorted by *P*-value in F1. **(C)** Volcano plot of differentially expressed genes in F3, n = 3 for dose “0” and dose “6.” **(D)** The down-regulated (blue) and up-regulated genes (red) were annotated separately by using DAVID. The genes were sorted by adjusted *P*-value in F3. The bars represent the number of genes in each Gene Ontology group. **(E)** Quantitative RT‒qPCR analysis of DEGs in embryonic F3 testis, the RNA-seq fold change (FC) values are indicated under the graph. RT–qPCR plots represents an averaged values ± SD, n = 5 dose “0,” n = 4 dose “6.” *P < 0.05, nonparametric Mann–Whitney test.

We confirmed by RT–qPCR the expression of genes which were found to be differential in F3 RNA-seq data. 

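The samples measured by RT–qPCR were not analysed here. In the RNA-seq libraries of F3, *Cyp17a1*, on chromosome 19 from 46667165 to 46673172, was at 1254 ± 385 CPM (SD, n = 3) in control and 2625 ± 787 CPM (SD, n = 3) in *thia* testis (log2 fold change 1.07, standard error 0.287, adjusted p = 0.125, edgeR). *Star*, on chromosome 8 from 25806555 to 25815982, was at 286 ± 82.8 CPM (SD, n = 3) and 608 ± 209 CPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.296, adjusted p = 0.126, edgeR). *Scarb1*, on chromosome 5 from 125277087 to 125341094, was at 466 ± 114.1 CPM (SD, n = 3) and 1044 ± 346 CPM (SD, n = 3), a log2 fold change of 1.16 (standard error 0.261, adjusted p = 0.105, edgeR). *Inha*, on chromosome 1 from 75507077 to 75510366, was at 226 ± 51.3 CPM (SD, n = 3) and 418 ± 114.1 CPM (SD, n = 3), with 0.89 (standard error 0.23, adjusted p = 0.118, edgeR). *Inhba*, on chromosome 13 from 16011851 to 16031621, was at 25.6 ± 2.90 CPM (SD, n = 3) and 52.6 ± 5.44 CPM (SD, n = 3), with 1.04 (standard error 0.115, adjusted p = 0.101, edgeR). *Dkk1*, on chromosome 19 from 30545863 to 30549665, was lower, at 13.6 ± 4.81 CPM (SD, n = 3) and 5.37 ± 1.91 CPM (SD, n = 3), with a log2 fold change of -1.34 (standard error 0.342, adjusted p = 0.117, edgeR). In all 6 of these genes of Fig 4E the *thia* pools lay on one side of the control pools, where chance gives 10% of genes. None passed 0.1 over all genes tested, all 6 had an unadjusted p under 0.05, and all 6 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Without *thia* replicate 2, all 6 passed over all genes tested, and in the other 5 fits without 1 library their adjusted p-values from edgeR were 0.118 to 0.381. DESeq2 called all 6. In libraries of whole testes, such changes cannot be told apart from a changed share of cell types.

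**Figure D3:**
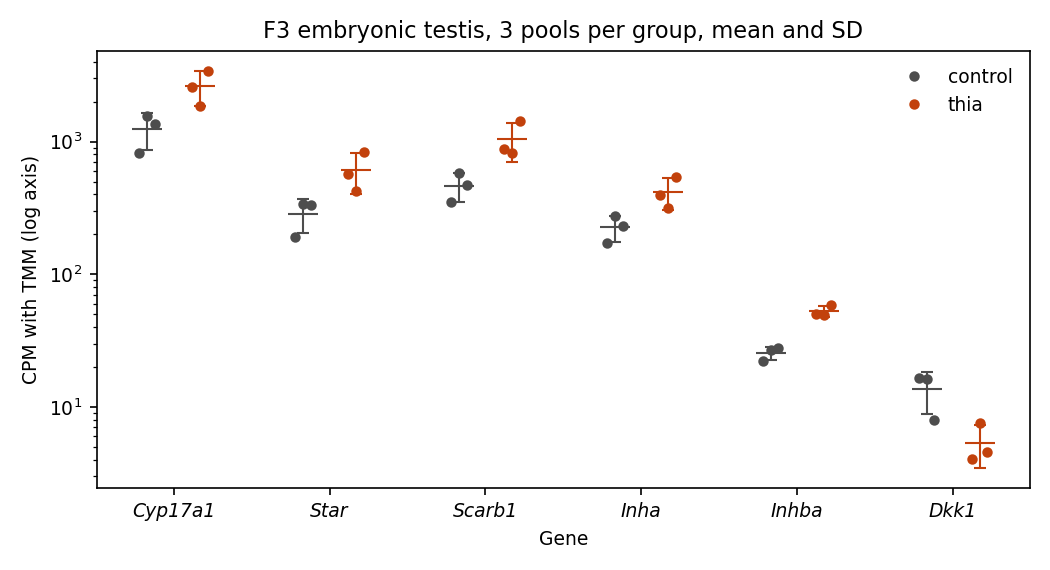
Level of 6 genes of Fig 4E in the F3 RNA-seq libraries, in CPM on a log axis, with 1 point per pool of 3 embryos and the mean and SD of each group. The *thia* pools of *Dkk1* lie below its control pools, and those of the other 5 genes lie above theirs.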

The genes of interest are known to be implicated in steroid hormone signalling. Out of eight tested genes, five of them showed changes similar to those found in the RNA-seq experiment (Fig 4E). RNA-seq and RT–qPCR methods do not use the same algorithm for the analysis. RNA-seq is based on the counting of sequencing reads over the region; whereas RT–qPCR method is amplifying the region restricted by the primers. Both methods however show similar directions in changes in our experiments. We observed a significant increase in *Inha* expression, a decrease in *Dkk1* and tendencies toward an increase in *Cyp17a1*, *Scarb1*, and *Star* (Fig 4E).

In conclusion, gestational exposure leads to a global change in the expression of many developmental genes relevant to nervous and reproductive system development. Fewer genes were significantly affected in F1 than in F3 because of higher dispersion between biological replicates in F1 than in F3.

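The spread between replicates was compared over the 18229 genes that passed the filter in both generations. The median over genes of the variance of log2 CPM left after the group means were removed was 0.0287 in F1 and 0.0325 in F3, a ratio of 1.13, and it was larger in F3 for 51.9% of the genes. The common biological coefficient of variation of edgeR was 0.151 in F1 and 0.195 in F3. With rlog values in place of log2 CPM it was 1.46. The ratio depended on single libraries, and leaving out F1 control replicate 3 moved it most. It was 0.918 without F3 *thia* replicate 2, 0.923 without F3 *thia* replicate 1 and 1.599 without F1 control replicate 3. Because only 3 pools were sequenced per group, no p-value was computed for this ratio. The difference between the effects in F3 and in F1 was tested in one fit of all 12 libraries, over 19626 genes. *Gas5* was the 1 gene with an adjusted p under 0.1 in edgeR, with a difference of -1.39 (standard error 0.158, adjusted p = 0.0193), and 2755 genes had an unadjusted p under 0.05. Its F3 level fell from 132 ± 16.7 CPM (SD, n = 3) to 84.3 ± 12.5 CPM (SD, n = 3). With 1 library left out, the number of such genes was 0 without any 1 of the F1 control libraries, F1 *thia* replicate 1 or F3 control replicate 1, where 1818 to 2916 genes had an unadjusted p under 0.05, and 4 without F3 *thia* replicate 2. With DESeq2 it was 634. The paper states that fewer genes were affected in F1 than in F3 and reasons that this is because its replicates were more dispersed in F1 (Fig S5).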

### Sperm DNA methylation analysis showed that gestational *thia* exposure leads to global alteration in directly exposed F1 and F2 and in indirectly exposed F3 male spermatozoa

Because spermatozoa and oocytes are the only cells that are transmitted to the next generations, we investigated whether DNA methylation was affected in the spermatozoa of mice. To this end, we performed DNA methylation analysis using a genome-wide sequencing technique. First, we isolated the mobile fraction of spermatozoa from the epididymis: immediately after dissection, the epididymis was pierced in the cauda, placed in DMEM without adding factors or serum, and incubated at 37°C for 1 h to allow spermatozoa to swim out. We verified the quality of spermatozoa by light microscopy. The released spermatozoa were filtered, transferred to a new tube, pelleted by centrifugation, and kept at −80°C until use. Spermatozoan DNA was extracted using a modified protocol described in the Materials and Methods section. For each MEDIP assay, we used spermatozoan DNA from a single mouse. We performed MEDIP using a minimum of three biological replicates for the control and treatment groups of each generation. Methylated DNA was enriched by using the EpiMark Methylated DNA Enrichment Kit as described in the Materials and Methods section. The DNA concentration was measured and equal amounts of MEDIP and input were taken for sequencing library construction. The generated libraries were subjected to massive parallel sequencing on the Genomic platform at Strasbourg. The sequencing data were analysed as described in the Materials and Methods section and differentially methylated regions (DMRs) were identified for each generation. The analysis showed that nearly 120,000 CpG-rich regions were detected and most methylated regions overlapped the genes (Figs S6 and S7A–L).

**Figure S6.**
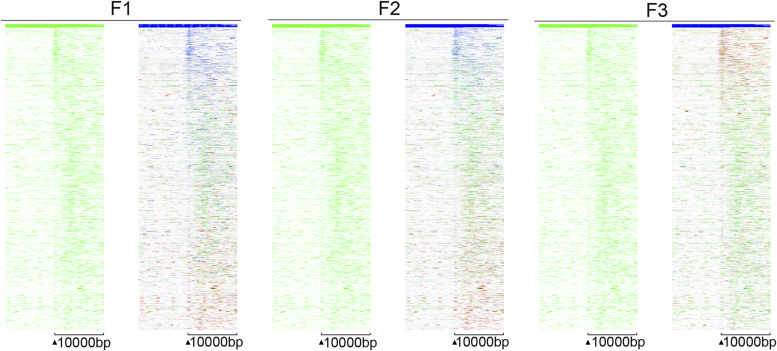
A ratio heatmap in F1 and F3 of peaks located near the genes. MEDIP sequencing reads were mapped against a reference *mm10* genome, and the resulting *.bam* files were normalized and combined for each group. The *bed* files were generated from the resulting bam files and were used for the analysis by EaSeq, the signal was calculated and sorted by Log2FC.

**Figure S7.**
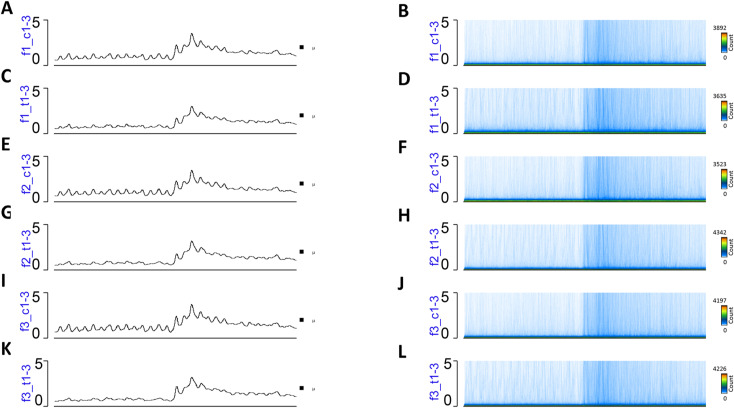
MEDIP-seq analysis in spermatozoa of F1, F2, and F3. **(A, B, C, D, E, F, G, H, I, J, K, L)** A coverage map in (A, B) in control, (C, D) and 6 mg/kg/day *thia* F1, (E, F) in control F2 and (G, H) in 6 mg/kg/day thia F2, (I, J) in control F3 and (K, L) in F3 6 mg/kg/day *thia*. The X-axis represents the 50,000 bp surrounding each region, which was segmented into 400 bins and smoothed for 1 bin. Plots were generated by EaSeq.

We identified 1637, 2742, and 1667 DMRs in F1, F2, and F3, respectively (FDR<0.1 for F1 and F2 and FDR<0.12 for F3) (Table 1). Samples showed some variations in all three generations (Fig S8A–C). Among the differential peaks, most of the DMRs in F1 and F2 showed decreased DNA methylation (Fig S8D and E). An increase in DNA methylation in many regions was observed in F3 compared with F1 and F2 (Fig S8F). DMRs are mostly located at promoters, exons, and introns (Fig S9). However, nearly ∼30% of DMRs are in distal intergenic regions (Fig S9). Notably, some alterations were present in only one generation. For example, at the gene body of *Dnmt3a* DNA, methylation significantly increased only in F1, in the vicinity of *Sox9* only in F2 and, at the *Gsc* locus, the changes were significant in F3 males only (Fig 5A). To reveal the genes that are differentially methylated in all three generations, we assigned DMRs to genes using GREAT. We found that 1,567, 3,792, and 2,467 genes were differentially methylated in F1, F2, and F3, respectively. We found that 481 genes (9.3%) had DNA methylation changes in all three generations (Fig 5B and Table S1). Functional annotation of these common genes by DAVID showed that they are highly enriched in cell adhesion-, multicellular organism development-, and cell differentiation-related genes (Fig 5C). We performed functional annotation of DMRs for each generation separately with GREAT and found that DNA methylation in F1 males mostly changed in the vicinity of the genes related to the regulation of catenin, rhombomere, and notochord development (Fig 5D). In F2, DNA methylation changed in the vicinity of genes related to synaptonemal complex assembly, somatic stem cell division, and neuroblast division (Fig 5E). In F3, DNA methylation changed in the vicinity of genes related to meiosis (Fig 5F).

**Table 1.** Differentially methylated regions in spermatozoa of the F1–F3 generation.

Generation	Up	Down	Total
F1	456	1,181	1,637
F2	427	2,315	2,742
F3	1,364	303	1,667

**Figure S8.**
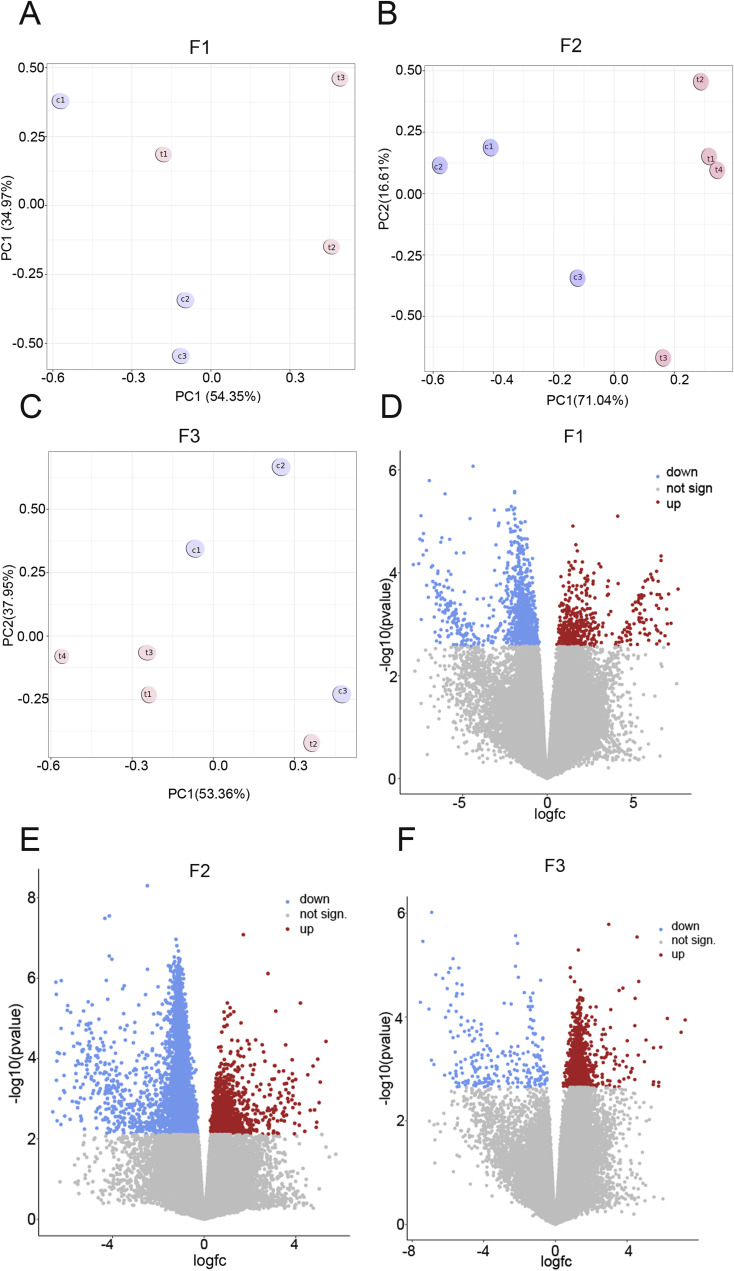
The analysis of MEDIP-seq data in F1, F2, and in F3. **(A, B, C)** Principal component analysis plot (A) in F1, (B) in F2, and (C) in F3. Principal component analysis plots show a cluster of samples based on their similarity. Control samples are shown in blue and *thia* -derived are shown in red. **(D, E, F)** Volcano plots (D) in F1, (E) in F2, and (F) in F3; F1: n = 3 dose “0,” n = 3 dose “6”; F2: n = 3 dose “0,” n = 4 dose “6”; F3: n = 3 dose “0” n = 4 dose “6.” The regions with decreased DNA methylation regions are shown in blue, regions with increased DNA methylation are shown in red, and nonsignificant regions are in grey.

**Figure S9.**
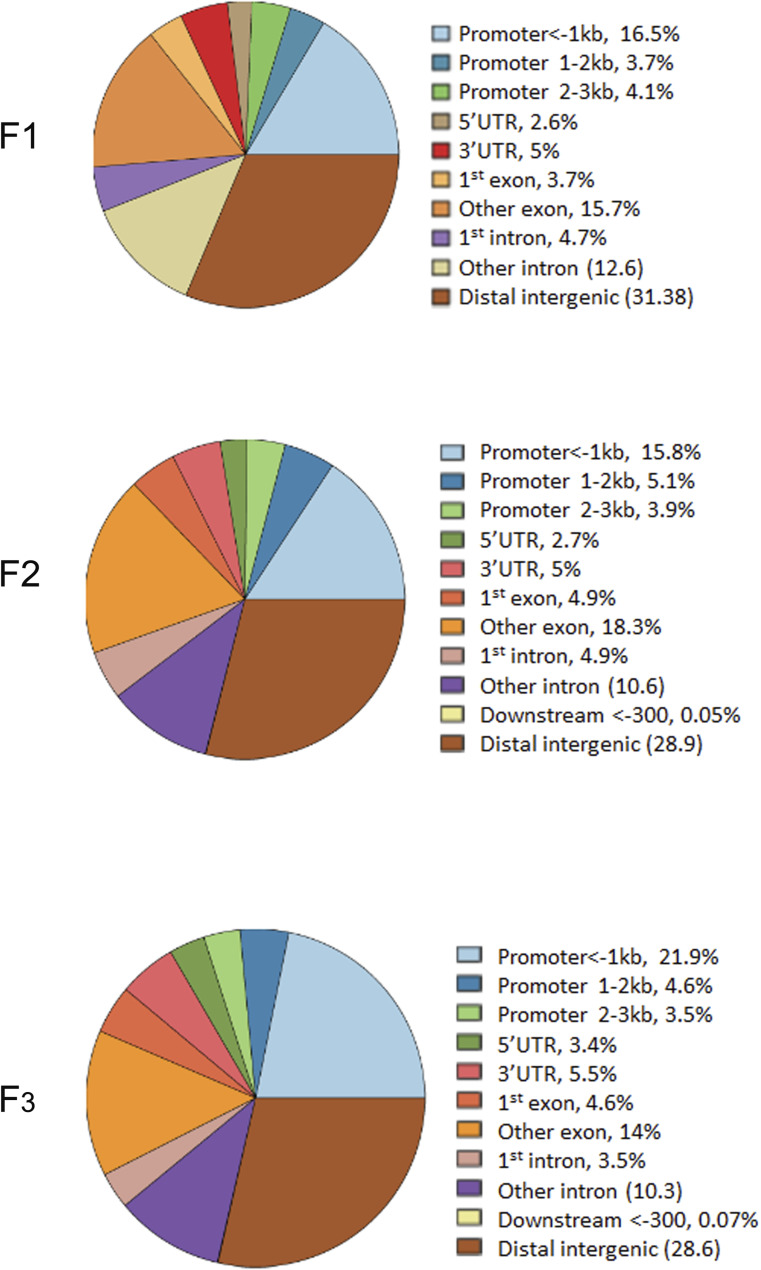
Pie plot presentation of the location of DMRs. **(A, B, C)** The location of DMR (A) in F1, (B) in F2, and (C) in F3. Plots were generated by ChIPseeker using the coordinates of the differentially methylated regions and reference annotation file *mm10.refGene.gtf*.

**Figure 5.**
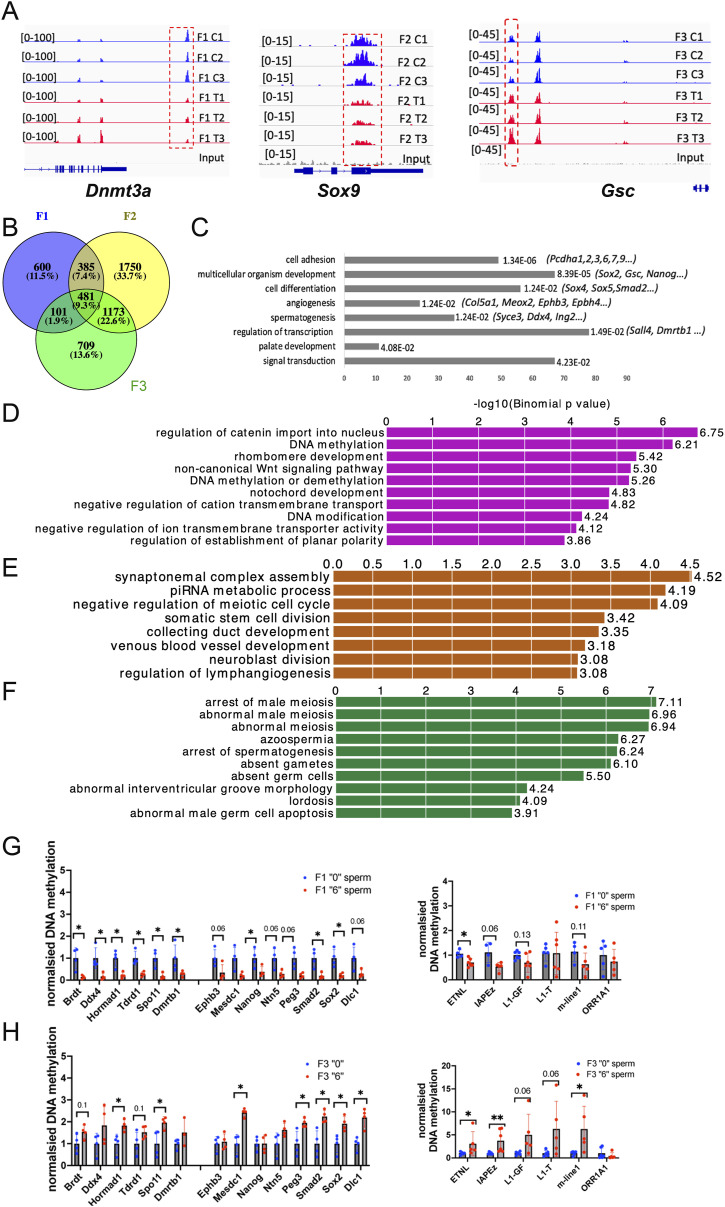
Genome-wide DNA methylation analysis in spermatozoa of the 2-mo-old F1, F2, and F3 mice. **(A)** A representative image of mapped reads. The differentially methylated peaks near *Dnmt3a*, *Sox9*, and *Gsc* are shown in red dashed boxes. Plots from control samples are shown in blue, plots from *thia*-derived samples are shown in red. Each control and treatment groups contained minimum three replicates. The sequencing reads were mapped to the reference *mm10* genome, normalized, and converted to *bedgraph* files which were visualized in IGV, the signal intensity is shown in brackets, and the differential peaks are marked by dashed box. **(B)** Venn plot represents common genes located in DMRs in F1, F2, and F3. **(C)** Functional annotation of genes located in common DMRs, bars sorted by adjusted *P*-values, and each bar represents the number of genes in each group. **(D, E, F)** Functional annotation “biological process” of genes located in DMRs (D) in F1, (E) in (F2) and (F) in F3 was performed by GREAT. Each bar represents –log 10 (binominal *P*-value) calculated by GREAT. **(G, H)** MEDIP-qPCR analysis in F1 and (H) in F3 E15 embryonic testis. Right plots are MEDIP–qPCR analysis of spermatogenesis and SE genes from spermatozoa of 2-mo-old males. F1, n = 4 dose “0,” n = 4 dose “6,” F3, n = 4 dose “0,” n = 4 dose “6.” The right plots represent the analysis of MEDIP-qPCR analysis of retroelements, F1: n = 6, dose “0,” n = 6 dose “6”; F3: n = 4 dose “0” and n = 4 dose “6.” MEDIP-qPCR plots are averaged MEDIP values ± SD, *P < 0.05, **P < 0.01 nonparametric Mann–Whitney test.

Table S1. Common genes located in differentially methylated peaks in F1, F2, and F3.

We looked closer at the regions with altered DNA methylation in F1 and F3. Despite the fact that most of the DMRs did not have the same direction in changes, we identified 30 regions doing so. GREAT assigned these regions to 36 genes. This group includes developmental genes (*Isl1, Lama1, Tle1, Sox2, Foxn1, Foxd4, Inha, Zfp64*) (Table S2). We suggest that these regions could resist reprograming and preserve their DNA methylation. In addition, most of the 30 genes kept a similar level of fold change in F1 and F3 (Table S2). We decided to verify whether those regions were located near IAP retroelements which could escape DNA demethylation during germ cell reprograming. We found the presence of IAP element *IAP1-MM_LTR* near *Isl1* (less than 300 bp from DMR region). Further experiments are required to confirm the role of the IAP in *Isl1* DNA methylation conservation.

Table S2. Common genes located in differentially methylated peaks in F1 and F3 that have similar direction in the changes.

Next, we investigated the state of DNA methylation in a few regions using MEDIP–qPCR and sperm DNA. We performed this analysis using DNA from the sperm of F1 and F3. In F1, most of the targets showed a decrease in DNA methylation similar to what has been determined by MEDIP-seq (*Brdt, Ddx4, Tdrd1, Spo11, Dmrtb1, Nanog, Smad2, Sox2*) (Fig 5G). We also analysed the DNA methylation state at retroelements and found that there is a tendency for DNA methylation to decrease in F1 sperm (Fig 5G, right plot). In F3, we observed an increase in DNA methylation at most targets (*Hormad1, Spo11, Mesdc1, Peg3, Smad, Sox2, Dlc1*) (Fig 5H). In contrast to F1, retroelements in F3 showed an increase in DNA methylation (Fig 5H, right plot).

Next, we analysed the DNA methylation state of 45 GRRs. We found that DNA methylation changed at these genes in all three generations of males. Out of 45 known GRRs, we observed that DNA methylation changed in 18, 35, and 26 genes in the F1, F2, and F3 generations, respectively (Table S3), suggesting that most of the GRR regions had perturbed DNA methylation. For example, we detected changes in DNA methylation in the promoters of *Ddx4* and *Sycp2* (Fig S10).

Table S3. GRRs differentially methylated in spermatozoa.

**Figure S10.**
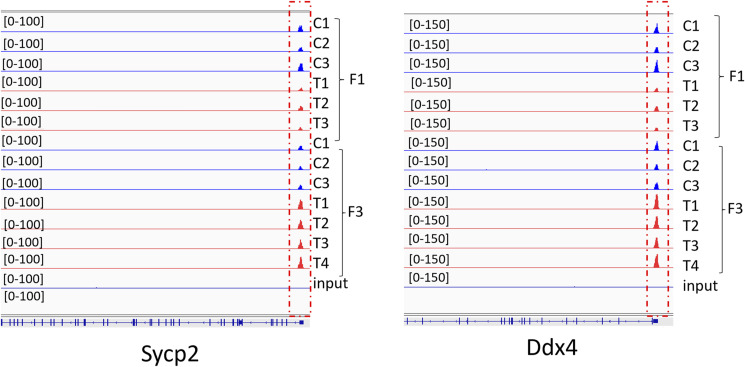
Plots of DMRs at the *Ddx4 and Sycp2* GRR gene. Control plots are shown in blue; plots from *thia*-derived mice are in red. Each group contained minimum three replicates in each generation.

Superenhancer (SE) elements are other regions that could be important for germ cell population development, as they control the gene expression essential for cell identity establishment (Whyte et al, 2013). SEs were first identified in pluripotent embryonic stem cells (Whyte et al, 2013). A database of SEs was created (Jiang et al, 2019) and recently updated (Wang et al, 2023). It suggested that DNA methylation is involved in the regulation of SE activity. Variable levels of DNA methylation have been found at superenhancers (SEs), and in experiments using allele-specific reporters, it has been reported that the SE DNA methylation state could be dynamically switched (Song et al, 2019). To gain insight into the possible impact of neonicotinoids on these regions, we extracted superenhancer coordinates from the https://www.asntech.org/dbsuper/ database for E15.5 brain, adult testis, and ES cells. We chose to analyse SE that are active in germ cells (testis) and somatic cells (brain) and in precursors of both tissues (ES). First, we identified superenhancers that overlap DNA methylation regions in control samples (Table 2).

**Table 2.** Superenhancer regions found have DNA methylation in the sperm.

Tissue	Total SE	SEs have DNA methylation in sperm	DMRs in F1	DMRs in F2	DMR in F3
Brain	400	199 (49.8%)	14 (7%)	34 (17%)	12 (6%)
Testis	210	123 (58.6%)	3 (2.4%)	19 (15.4)	8 (6.5%)
ES cells	231	84 (36.3%)	3 (3.6%)	8 (9.5%)	4 (4.8%)

We identified that 199 (∼50%) out of 400 brain SEs, 123 (∼59%) out of 210 testis SEs and 84 (37%) out of 231 ES cell SEs had DNA methylation marks in unexposed sperm, *P* < 10 × 10^−6^, hypergeometric test (Tables S4, S5, and S6). Next, we analysed whether some of them are differentially methylated in the spermatozoa of exposed males. We found that SE element methylation was affected in all three generations. For example, the DNA methylation at superenhancers, mSE_00104 located near *Mesdc1/Tlnrd1* and mSE_00085 found near *Nanog*, were altered in all three generations (Fig 6A and Tables S7, S8, and S9).

Table S4. E14.5 brain superenhancers have DNA methylation marks in spermatozoa.

Table S5. ESC cell superenhancers that have DNA methylation marks in spermatozoa.

Table S6. Testis cell superenhancers have DNA methylation in spermatozoa.

**Figure 6.**
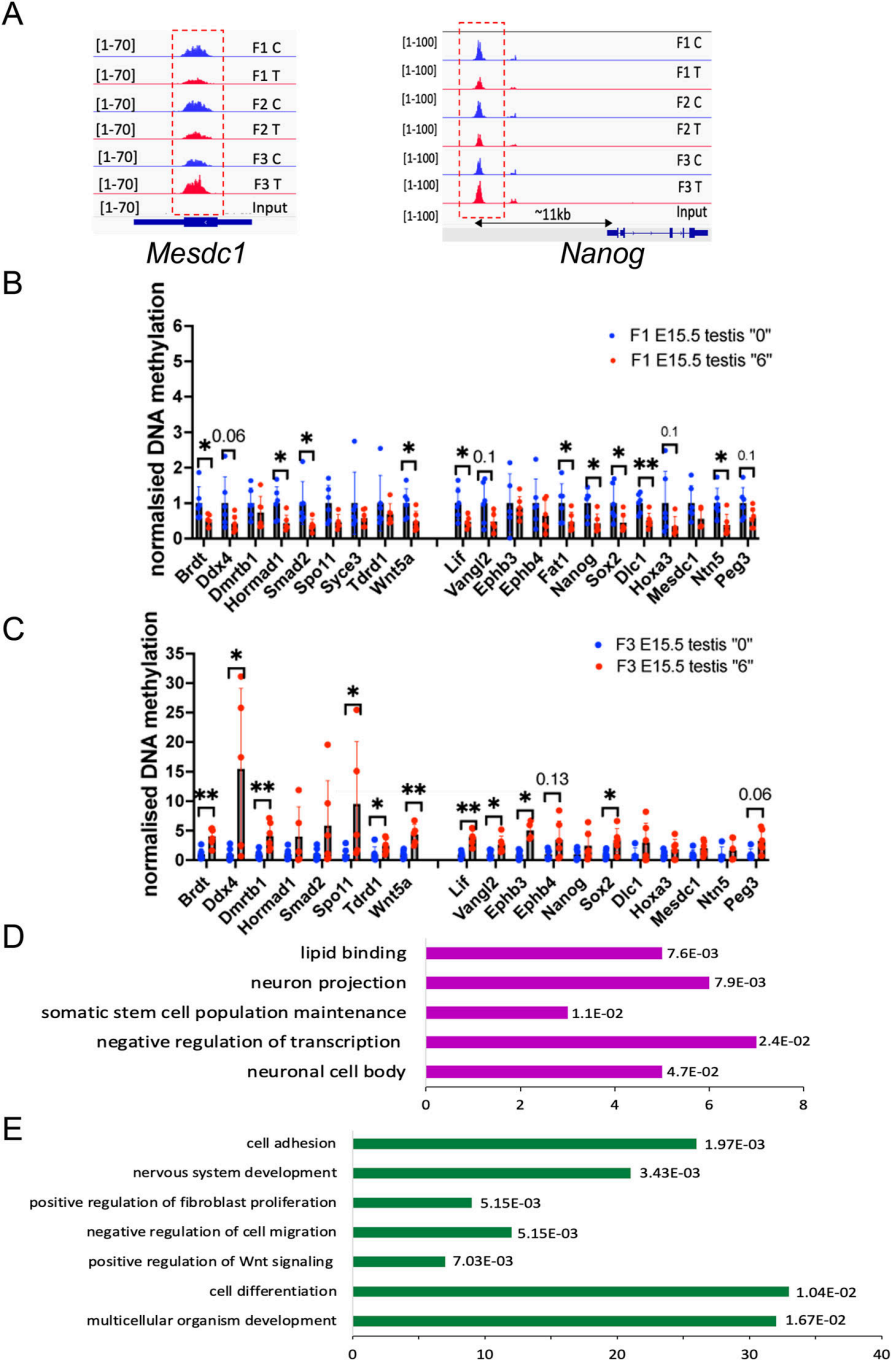
DNA methylation of SE and GRR regions changed in spermatozoa. **(A)** At the vicinity of regions including superenhancers active in ES cells (*Mescd1*, *Nanog*). Each plot represents the normalized sequencing reads, the signal was calculated for each sample, and the statistically significant difference was calculated by the Limma test. Overlaid biological replicate plots from the control group are shown in blue, and overlaid biological replicate plots from the treatment group are shown in red. Signal intensity is shown in the brackets. **(B, C)** MEDIP–qPCR analysis in embryonic E15.5 testis (B) in F1 and (C) in F3, F1 and F3 n = 6 dose “0,” n = 6 dose “6.” MEDIP–qPCR plots represent averaged values of qPCR ± SD, *P < 0.05, **P < 0.01, nonparametric Mann–Whitney test. **(D, E)** Differentially expressed genes in RNA-seq have DMRs in MEDIP-seq data (D) in F1 and (E) in F3. The genes were sorted by *P*-value (in F1) or by adjusted *P*-value (in F3).

Table S7. DMRs in spermatozoa overlapping E14.5 brain superenhancers in three generations.

Table S8. DMRs in spermatozoa overlapping SE detected in ESC cells in three generations.

Table S9. DMRs in spermatozoa overlap testis superenhancers in three generations.

Next, we asked whether some of the altered sperm DNA methylation regions could correlate with DNA methylation variations in embryonic testes. We performed MEDIP–qPCR analysis of the regions found to be differentially methylated in sperm. We designed primers that amplify the DMR of some GRR genes (*Brdt, Ddx4, Hormad1, Tdrd1*), genes essential for spermatogenesis (*Spo11, Smad2, Syce3, Wnt5a*) and superenhancers found in ECS cells, brain, and testis. We performed MEDIP–qPCR using DNA which had been extracted from F1 and F3 pools of several embryonic testis. DNA methylation in F1 embryos decreases in numerous genes, notably in genes associated with spermatogenesis (*Brdt, Hormad1, Smad2, Wnt5a*) and located near SE (*Lif, Fat1, Nanog, Sox2, Dlc1 and Ntn5*) (Fig 6B). In contrast to F1, we observed that many spermatozoa DMRs found in F1 showed an increase in DNA methylation in F3 embryonic testes, including *Brdt, Ddx4, Dmrtb1, Spo11, Tdrd1, Wnt5a*, and *Hoxa3* (Fig 6C).

Next, we asked to what extent DNA methylation changes contribute to gene expression alterations. To do so, we compared the list of DEGs in embryonic testes with the genes assigned by GREAT in DMRs. 

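Tables S10 and S11 give the genes that the paper lists with both a change in expression and a differentially methylated region in sperm. The methylation data were not analysed here, and the direction of each region was taken from the tables. In F1, 49 genes are listed, and the expression of 24 of them (49%) changed in the direction opposite to their methylation. The directions of methylation and expression were not associated in these genes (two-sided Fisher's exact test, p = 1, odds ratio 1.20). In F3, 300 genes are listed and 110 of them (36.7%) changed in opposite directions (two-sided Fisher's exact test, p = 0.626, odds ratio 0.83). Genes are not independent replicates, and sperm and embryonic testis came from different animals.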

In F1, out of 198 DEGs, only 39 (25%) were differentially methylated (Table S10), and in F3, out of 2,277, only 300 (13%) (Table S11) were differentially methylated, suggesting that embryonic testis gene expression changes and adult sperm DNA methylation changes were poorly correlated. 

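The genes *Nr5a2*, *Ogt*, *Nanog*, *Sox2*, *Sall4*, *Sall1* and *Zfp131* were all lower in F1 *thia* testis. *Sox2*, on chromosome 3 from 34650405 to 34652461, was at 3.93 ± 0.725 CPM (SD, n = 3) in control and 1.26 ± 0.437 CPM (SD, n = 3) in *thia* testis (log2 fold change -1.65, standard error 0.286, adjusted p = 0.201, edgeR). *Nanog*, on chromosome 6 from 122707489 to 122714633, was at 2.63 ± 0.1997 CPM (SD, n = 3) and 1.58 ± 0.249 CPM (SD, n = 3), a log2 fold change of -0.73 (standard error 0.21, adjusted p = 0.466, edgeR). *Sall4* was at 46.7 ± 13.1 CPM (SD, n = 3) and 32.3 ± 4.39 CPM (SD, n = 3), a log2 fold change of -0.54 (standard error 0.184, adjusted p = 0.518, edgeR). The *thia* pools lay below all control pools in 5 of the 7 genes, where chance gives 10%, and overlapped them for *Ogt* and *Sall4*. All 7 had an unadjusted p under 0.05. Over all genes tested none passed 0.15, with adjusted p-values of 0.201 to 0.518 from edgeR, and DESeq2 called 4. Adjusted over the list alone all 7 passed, which is not independent evidence because the study chose them on these libraries.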

The DEGs in embryos showed a correlation with lipid binding (*Nr5a2, Ogt*), somatic stem cell population maintenance (*Nanog, Sox2, Sall4*), and negative regulation of transcription (*Sox2, Sall1, Sall4, Zfp131, Nanog*) in F1 males (Fig 6D). 

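Of the genes *Nectin1*, *Celsr2*, *Itga2*, *Itga8*, *Itga9*, *Ngfr*, *Zmynd8*, *Egfr*, *Zeb1*, *Disc1*, *Ephb4*, *Bmp2* and *Asz1*, 10 were higher in F3 *thia* testis, and *Itga8*, *Disc1* and *Asz1* were lower. *Nectin1*, on chromosome 9 from 43743984 to 43807461, was at 12.7 ± 4.01 CPM (SD, n = 3) in control and 30.0 ± 13.7 CPM (SD, n = 3) in *thia* testis (log2 fold change 1.24, standard error 0.376, adjusted p = 0.142, edgeR). *Disc1*, on chromosome 8 from 125054195 to 125261858, was at 2.55 ± 0.0462 CPM (SD, n = 3) and 1.31 ± 0.184 CPM (SD, n = 3), a log2 fold change of -0.95 (standard error 0.191, adjusted p = 0.105, edgeR). *Asz1*, on chromosome 6 from 18050964 to 18109061, was at 45.5 ± 12.3 CPM (SD, n = 3) and 25.6 ± 7.17 CPM (SD, n = 3), a log2 fold change of -0.83 (standard error 0.253, adjusted p = 0.143, edgeR). The groups did not overlap in 11 of the 13 genes, where chance gives 10%, and did for *Egfr* and *Zmynd8*. All 13 had an unadjusted p under 0.05. Over all genes tested none passed 0.1, with adjusted p-values of 0.105 to 0.194 from edgeR, and 5 passed without *thia* replicate 2. In the other 5 fits without 1 library the adjusted p-values of the 13 genes were 0.118 to 0.495 with edgeR. DESeq2 called all 13. Adjusted over the list alone all 13 passed, which is not independent evidence because the study chose them on these libraries.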

In F3, cell adhesion genes (*Nectin1, Celsr2, Itga2,8, 9*), nervous system development genes (*Ngfr, Zmynd8, Efgfr, Zeb1, Disc1*), and multicellular organism development genes (*Ephb4, Bmp2, Asz1*) were among the most enriched (Fig 6E).

Table S10. Embryonic E15.5 testis DEGs in F1 have altered DNA methylation in F1 spermatozoa.

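All 49 genes of Table S10 were among the genes tested in F1. Each of them changed here in the direction given in the table (100%, exact Clopper-Pearson 95% confidence interval 92.7 to 100%). Across these genes the log2 fold changes here and in the table had a Pearson correlation of 0.924 and a Spearman correlation of 0.948. The genes are not independent replicates, and the study chose them on the same libraries. All 49 had an unadjusted p under 0.05 and all 49 passed when adjusted over the list alone, which is not independent evidence. Over all genes tested 1 passed 0.15 with edgeR and 28 with DESeq2. In the table itself 30 genes have an adjusted p under 0.15, which is the paper's value.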

Table S11. 

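The 300 genes of Table S11 were all among the genes tested in F3, and each changed here in the direction given in the table (100%, 95% confidence interval 98.8 to 100%, exact Clopper-Pearson). Across these genes, which are not independent replicates, the Pearson correlation with the log2 fold changes of the table was 0.98 and the Spearman correlation 0.993. Over all genes tested 0 passed 0.1 with edgeR, 298 had an unadjusted p under 0.05, and DESeq2 called 298. All 300 passed when adjusted over the list alone, but the study chose them on these libraries, so this is not independent evidence.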

Embryonic E15.5 testis DEGs in F3 have altered DNA methylation in F3 spermatozoa.

We also asked whether the changes in DNA methylation in sperm could be detected in adult testes. To this end, we analysed gene expression in adult 35-day-old male testes by RT–qPCR. We observed that several GRR genes (*Brdt, Dazl, Ddx4*) had decreased expression in the testes of F1 generation and these genes also had decreased DNA methylation in the sperm of the F1 generation (Fig S11A). In F3, *Brdt, Dazl, Ddx4*, and *Tdrd1* also had increased expression, but DNA methylation was not significantly affected for *Brdt* and *Dazl* but increased for *Ddx4* and *Tdrd1* (Fig S11B), suggesting that genes important for meiosis were deregulated in F3 testes. Similarly, we assessed gene expression in the adult 2-mo-old brain, we analysed the gene expression in cerebellum. We analysed the expression of the genes that have alterations in sperm DNA methylation and play roles in the brain. We found that the expression of *Dlc1, Mesdc1/Tlnrd1, Nanog*, and *Sox2*, which are located in the vicinity of SEs, was increased in the F1 brain (Fig S12A), but changes were not significant in the F3 brain, except for *Nanog*, suggesting that in the adult F3 brain, gene expression was not strongly affected compared with that in the F1 brain (Fig S12B).

**Figure S11.**
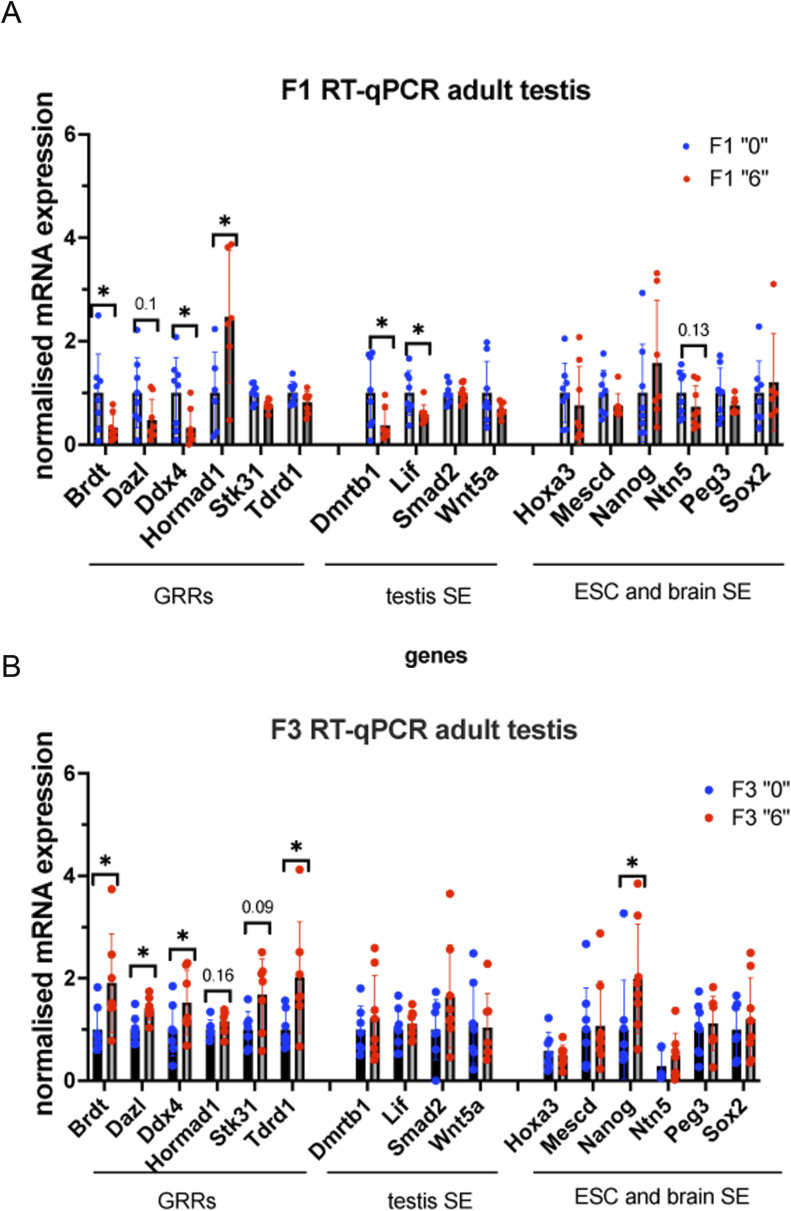
Gene expression analysis in 35-d-old testes. **(A, B)** RT–qPCR in F1 and (B) RT–qPCR in F3. In F1 and F3, n = 8 dose “0,” n = 8 dose “6,” *P < 0.05, nonparametric Mann-Whitney test. All plots on the figure represent averaged values ± SD.

**Figure S12.**
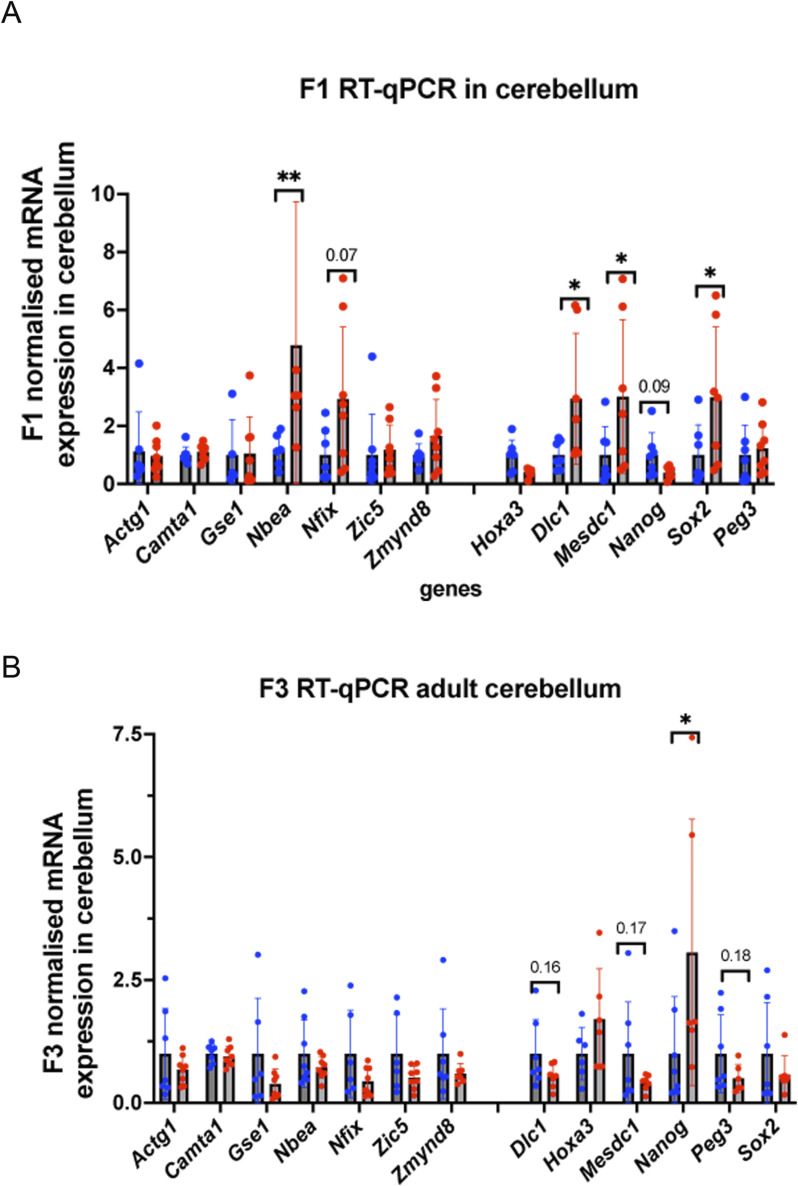
Gene expression analysis in the cerebellum of 2-mo-old adult mice. **(A, B)** RT-qPCR analysis in F1, (B) in F3; F1 and F3 n = 7 dose “0,” n = 7 dose “6,” *P < 0.05, **P < 0.01, nonparametric Mann–Whitney test. All plots on the figure represent an averaged values ± SD.

Thus, our data show that changes in DNA methylation in the spermatozoa of adult males may not be fully correlated with gene expression in the embryonic testis. 

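Across the 49 genes of Table S10, the Spearman correlation between the change in sperm methylation, which is the paper's value, and the log2 fold change of expression computed here was -0.118. Across the 300 genes of Table S11 it was 0.011. Both correlations are across genes, which are not independent replicates, and they cover only genes that the paper lists as changed in both measures. The adult testis and brain samples were not analysed here. From the small overlap between the 2 kinds of change, the paper proposes that methylation in spermatozoa and expression in the embryonic testis are not fully correlated.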

A change in ∼30 regions occurring at the early embryonic stage was preserved and transmitted to F3 generation.

## Discussion

### Transgenerational effects on spermatogenesis

In this study, we aimed to reveal the effects of a widely used insecticide, thiacloprid, on the male reproductive system and the descendants of exposed individuals. In F3, we found that reproductive parameters such as spermatozoa numbers, density of cells, and testis weight were significantly altered only at the highest dose, 6 mg/kg/day, but not at 0.6 mg/kg/day. We suggest that the effects promoted by 0.6 mg/kg/day in F1 may have reverted in F3. We observed that F3 males have meiotic defects. We believe that the synapsing meiotic defects and persistence of DSBs could lead to a reduction in gamete production. As it was previously shown, p53 and TAp63 participate in the recombination-dependent pachytene arrest and apoptosis in mouse spermatocytes (Marcet-Ortega et al, 2017). The persistence of DMC1 foci were observed in mice model knockout experiments with ablation of meiotic specific proteins such as *Meiob* (Souquet et al, 2013) and *Tex19.1* (Crichton et al, 2018). In these cases, meiosis was arrested at the zygotene/pachytene stage of prophase I and cells failed to progress further and were eliminated. We can similarly suggest that there is a meiotic failure in *thia* progeny of F3 mice that could lead to meiotic arrest and apoptosis that explain the decrease in spermatozoa numbers.

We also observed alterations in H3K9me3 decrease in F1 and increase in F3 testis. H3K9me3 are enriched at centromeres, which are essential for faithful chromosome segregation during mitosis and meiosis. Centromeres organize the kinetochore, the protein machinery that attaches sister chromatids or homologous chromosomes to spindle microtubules and regulates their disjunction (Talbert & Henikoff, 2022). Long-term depletion of centromeric H3K9me3 causes mitotic mis-segregation (Martins et al, 2020). Thus, we can imagine that alterations in H3K9me3 could affect the meiotic division and thereby contribute to decreased meiotic progression.

The changes in meiosis could be because of alterations in the DNA methylation of GRRs, which are activated during embryonic development. Because most of the GRRs are meiotic genes, changes in these genes may perturb meiotic progression. We also observed that testosterone levels had decreased and that the genes essential for testosterone production had higher methylation levels in F3. Testosterone is important for gametogenesis because it is a natural ligand for the androgen receptor. Androgen receptor-deficient mice have failed to produce gametes (Zhang et al, 2006). Thus, changes in DNA methylation could affect gene expression and thereby perturb reproductive function.

### Epigenetic effects promoted by *thia* and possible mechanisms explaining their preservation in subsequent generations

In this study, we aimed to reveal the role of DNA methylation in the transmission of *thia* effects to the next generations. Analysis of sperm DNA methylation showed a global impact on sperm DNA methylation imposed during gestational exposure. The changes in DNA methylation could result from interference with DNA methyltransferase activities during gestational exposure. De novo methylation is established by the DNA methyltransferases DNMT3A and DNMT3B. These enzymes exhibit nonoverlapping functions during development (Okano et al, 1999). Because several reprogramming events occur between the first and the third generations, it is not clear how the induced changes in sperm could be persistent and transmitted to subsequent generations. In mammals, genes that are highly methylated in sperm are rapidly demethylated in the zygote only hours after fertilization, before the onset of the first round of DNA replication (Oswald et al, 2000). As evoked in the introduction, the localization of regions near retroelements could contribute to the resistance to DNA demethylation. We identified that the DMR region near *Isl1* is localized in close proximity to IAP. Further work is required to establish the role of IAP or other retroelements in the conservation of DNA methylation.

We suggest also that some regions could preserve a “memory” of changes at a certain place via consequent alterations in histone H3K4me3. Indeed, a study on human zygotes showed that active genes with histone H3 trimethylated at lysine 4 (H3K4me3) at promoter regions are essentially devoid of DNA methylation (Guo et al, 2014), suggesting that H3K4me3 prevents DNA methylation in early zygotes. In addition, early embryos tend to retain higher residual methylation at evolutionarily younger and more active transposable elements (Guo et al, 2014), suggesting that some genes could exploit promoters of active transposable elements for their activation. The analysis of DNA methylation in zygotes showed that oocyte contribution to DMRs primarily resides in CpG island-containing promoters, whereas sperm contribution to DMRs was predominantly intergenic (Smith et al, 2012). Thus, it is conceivable that a newly established DNA methylation pattern could be preserved through several steps of reprogramming only at very limited regions. In this hypothesis, the group of 30 distally located intergenic regions could be a strong candidate. Future work is required to establish how DNA methylation is preserved in spermatozoa.

The role of noncoding RNA packaged in sperm in transgenerational inheritance could be also considered. By using a paternal mouse model in conjugation with a high-fat diet, it has recently been shown that a subset of sperm transfer RNA-derived small RNAs could generate metabolic disorders in the F1 offspring. Thus, sperm tsRNA is a paternal epigenetic factor that may mediate intergenerational inheritance (Chen et al, 2016). In another experiment, the injection of sperm RNAs from traumatized males into fertilized wild-type oocytes led to the behavioural and metabolic alterations in the offspring (Gapp et al, 2014). Thus, we can also suggest that DNA methylation alterations could affect the packaged sperm RNAs, potentially leading to interferences with other processes.

Our study revealed that gestational exposure to *thiacloprid* induces transgenerational effects on the reproductive system. We established that the *thia*-induced modifications of DNA methylation patterns in sperm are carried through generations at limited intergenic regions.

## Materials and Methods

### Ethics statement using animals

All experimental procedures were authorized by the Ministry of National Education and Research of France (Number APAFIS#17473-2018110914399411 v3). The animal facility used for the present study is licensed by the French Ministry of Agriculture (Agreement D35-238-19). All experimental procedures followed the ethical principles outlined in the Ministry of Research Guide for Care and Use of the Laboratory Animals and were approved by the local Animal Experimentation Ethics Committee (C2EA-07). All methods were in accordance with ARRIVE guidelines. Most of the animals were euthanized by placing the animals in a carbon dioxide (CO_2_) chamber. For hormone measurement analysis, mice were euthanized using 130 mg/kg/body weight of ketamine (Virbac) and 13 mg/kg/body weight of xylazine/Rompun (Elanco). After blood was taken from the heart, mice were euthanized via decapitation. The euthanasia procedures were done according to Annexe IV of low 2013-118 issued by the Ministry of Agriculture, Food and Forestry of France in February 1, 2013.

### Mouse treatment and dissection

Pregnant, outbred, Swiss (RjOrl), female mice were treated with *thia* (0.06, 0.6, and 6 mg/kg/day) by administering the compound down the esophagus and into the stomach using a gavage needle from embryonic day E6.5 until E15.5, which corresponds to the window of the germline population establishment. Thiacloprid (R1628-100MG; Fluka) was suspended in olive oil and administered in a volume of 150 µl for each mouse. The control mice were treated with the same volume of oil. These control and *thia*-treated mice are called F0. The progeny of exposed mice is referred to as F1. Both control and exposed F1 generation males were crossed with non-littermate, untreated females to give rise to F2 generation. Similar, both control and exposed male progenies of F2 were crossed with non-littermate and untreated females to give rise to F3 generation. For each dose, a minimum of 10 unrelated pregnant F0 female mice were treated, and 4–10 males from different litters were used for each assay. The whole experiments from F0 to F3 breeding were performed twice. Thus, animals from each generation were derived from two randomly chosen independent treatments. F1 and F3 generation males derived from treated and control groups were euthanized at day 35 for testis analysis and at day 60 for sperm and testosterone analysis. We also dissected embryonic males on the 15th day after vaginal plugs forming.

Testes and epididymis were dissected and immediately frozen in liquid nitrogen to avoid protein and RNA degradation and stored at −80°C for further analysis. One testis from a 35-d-old animal was fixed in paraformaldehyde and embedded in paraffin blocks, and some testes were used for preparation of spreads. Some epididymides were pierced, placed in Eppendorf tubes with DMEM, and incubated at 37°C for 1 h for release of mobile spermatozoa.

### Morphological analysis and immunofluorescence of paraffin sections

For morphological analysis and immunofluorescence experiments, the testes from six control and six *thia*-treated groups were fixed in 4% (wt/vol) PFA solution for 16 h, dehydrated, and embedded in paraffin. The sections were cut with a microtome with a 5-µm thickness. The sections were deparaffinized, rehydrated, and stained with hematoxylin and eosin (H&E) according to standard protocols. Images were taken with a NanoZoomer, and quantitative analysis was performed using ImageJ. Images with tubules showing the presence of all cell types, including the presence of elongated spermatids (stage VI or VII), were used for cell counts using ImageJ application. For seminiferous tubule stage classification, we used the binary decision key for staging in mice described previously (Meistrich & Hess, 2013). Cells were enumerated and divided by the total area of the tubule. We counted cells in a minimum of seven tubules using four biological replicates. For the analyses of each testis section, stages with all cell types (spermatocytes, round spermatids, and some elongated spermatocytes) of tubules were selected, and the total area of each tubule was measured in square micrometers using ImageJ. Cells were counted in a quarter of the section of each tubule, and the result was expressed as the number of cells per 1,000 µm^2^, obtained by applying the formula: n= (number of cells counted*4/total area of the tubule) *1,000. The data were averaged and plotted compared with the control group (±SD). Statistical significance was assessed with a nonparametric test.

For the lumen size, we measured the diameter in the centre of all tubules. We used round and unbroken tubules for analysis. We measured diameters in all tubules found in each section disregarding their stage. The data were averaged for each replicate and presented as lumen size compared with control. Statistical significance was assessed with a nonparametric test.

For immunofluorescence, the epitopes were unmasked in 0.01 M citrate buffer, pH 6, at 80°C for 20 min. After the sections were blocked in BSA containing 1X PBS-0.05% Tween (PBS-T), they were stained with antibodies against mouse anti-γH2AX (1:500, 05-636; Millipore) or mouse anti-PCNA (1:500, ab29; Abcam). The sections were incubated with a primary antibody overnight at 4°C in a humidified chamber. After washes in PBS-Kodak (0.04%), the sections were incubated with the appropriate fluorescent Alexa-conjugated secondary antibody (1:1,000; Invitrogen) for 1 hour in a humidified chamber at room temperature. The sections were mounted using Vectashield solution containing 0.001% (vol/vol) 4,6-diamidino-2-phenylindole dihydrochloride (DAPI). Images were taken using an AxioImager microscope equipped with an AxioCam MRc5 camera and AxioVision software version 4.8.2 (Zeiss) with a 20, 40 or 63X objective lens. We analysed cells in the *pachytene*–*diplotene* stage where γH2AX localized mainly in sex chromosomes, in *leptotene*–*zygotene* (strong staining all over the nucleus), and in round spermatids without γH2AX staining (round cells). We analysed a minimum of 10 tubules from four control and four “6” mg/kg/day *thia*-exposed animals. Cells at the corresponding stage were enumerated and presented as the average number of cells per tubule ±SD. Statistical significance was assessed with a nonparametric test.

For quantitative analysis of PCNA-positive cells, we counted cells which were positive for PCNA (*leptotene*–*zygotene* and *pachytene*–*diplotene* cells) and we compared this number with a total number of cells using DAPI-stained images.

### Spermatozoa extraction and quantification

Epididymis collected from 60-d-old mice were used for spermatozoa quantification. Briefly, epididymides from 10 control mice and 10 *thia*-derived mice were suspended in 1 ml of 0.05% Triton buffer, incised using small scissors, and homogenized for 45 s using a homogenizer (PT 2500 E; POLYTRON). The homogenate was transferred to a 15-ml conical tube and stored on ice. One milliliter aliquot of 0.05% Triton-X100 buffer was added individually to the original homogenizing vessel, homogenized, and added to the original homogenate volume. This process was repeated five times for each sample to completely obtain all spermatozoa in a final volume of 6 ml. Spermatozoa from each sample were then enumerated using a hemocytometer. Data were obtained by taking the average of 10 squares from each biological replicate, plotted in Excel, and presented as the average number of spermatozoa per epididymis compared with the control. Seven to 10 biological replicates were used for each group, and pairwise Mann‒Whitney comparisons were applied to establish statistical significance.

### Meiotic surface spread preparation for DSBs and defective chromosomal synapsing assays

Meiotic surface spreads were prepared from testes of 35-d-old mice according to a previously described protocol (Peters et al, 1997). Samples were placed in PBS, pH 7.4, at room temperature. The *tunica albuginea* was removed, and extra tubular tissue was removed by washing the seminiferous tubules with PBS. Tubules were placed in a hypotonic extraction buffer containing 30 mM Tris, 50 mM sucrose, 17 mM trisodium citrate dihydrate, 5 mM EDTA, 0.5 mM DTT, and 0.5 mM PMSF, pH 8.2, for 30–60 min. A suspension was created in 40 µl of 100 mM sucrose, pH 8.2, on a glass slide. Tubules ∼2–3 cm in length were broken into pieces with forceps in 20 ml of sucrose solution. The volume was increased to 40 µl, and a 10-µl pipette was used to mix the solution until it became cloudy. The tubular remains were removed, and each suspension was divided into two clean glass slides that had just been dipped in 1% paraformaldehyde solution containing 0.15% Triton X-100. The cell suspension was then placed in a corner of the slide and dispersed across the entire slide while exposing the cells to the fixative. Slides were then washed four times for 1 min each in 0.4% Kodak Photo-Flo in PBS and dried at room temperature. The slides were then stored at −80°C until use.

Meiotic surface spread slides were incubated in a humidity chamber for 20 min at 37°C with a 1X antibody-dilution buffer (ADB) buffer containing 1% donkey serum, 0.3% BSA, and 0.005% Triton X-100 in PBS. Primary antibodies, anti-SYCP3 (1:100, sc-74569; Santa Cruz), and anti-DMC1 (1:100, sc-22768; Santa Cruz), or anti-SYCP3 (1:100, sc-74569; Santa Cruz) and anti-SYCP1 (1:100, ab15087; Abcam), or anti-SYCP3 (1:100, sc-74569; Santa Cruz) and anti-H3K9me3 (1:500, ab8898; Abcam) were then diluted in 1X ADB solution. Slides were then incubated at 4°C overnight with 50 µl of primary antibody solution with a coverslip. Two five-minute washes were then performed with 0.4% Kodak Photo-Flo in PBS. The secondary antibodies Alexa 594 goat anti-mouse and Alexa 488 chicken anti-rabbit were diluted 1:250 in 1X ADB solution. Slides were then incubated at room temperature for 20 min with 50 µl of secondary antibody solution with a coverslip. Two five-minute washes were then performed with 0.4% Kodak Photo-Flo in PBS followed by two washes with 0.4% Kodak Photo-Flo in water. Slides were air-dried, and then, 35 µl of Vectashield Mounting Medium with DAPI (Vector Laboratories) was added to each slide with a coverslip to stain nuclear DNA. Slides were then stored at −20°C until use.

DSBs were visualized with DMC1 fluorescence, which is a single-stranded DNA-binding recombinase protein involved in repairing DSBs during meiotic homologous recombination (Li et al, 1997). SYCP3 (synaptonemal complex protein 3 fluorescence) was used to visualize chromosome structure because this complex is involved in synapsis, recombination, and segregation of meiotic chromosomes (Kobayashi et al, 2017). Early *pachytene* cells have a higher number of breaks, and we used a method described previously (Page et al, 2012) for discrimination of *pachytene* cells from *diplotene* cells based on the synapsing pattern of sex chromosomes. The synapsed sex chromosomes in the early *pachytene* stage start to desynapse in the mid *pachytene* stage. DMC1 foci were counted in all autosomes and sex chromosomes separately in a minimum of 15 cells, and the average number of foci for four biological replicates per group was compared for all tested groups. The statistical significance was assessed using the Mann‒Whitney test.

Anti-rabbit SYCP1 and anti-mouse SYCP3 were also used for the examination of synaptonemal complexes to observe synapsing defects on chromosomes. A minimum of 35 images of cells in the *pachytene* stage were taken using a fluorescence microscope from a minimum of four biological replicates from the 6 mg/kg/day group and the control group. Incomplete synapsing and multiple connections (more than one chromosome joined together) were considered synapsing defects. Cells were examined and scored accordingly. Normal chromosomes were those that were fully synapsed, and SYCP1 and SYCP3 were fully colocalized, except for sex chromosomes, where only partial colocalization was detected. Cells containing more than one type of defect were scored in each defect category present. The statistical significance was assessed using a Mann‒Whitney test.

Anti-rabbit H3K9me3 (1:500, ab8898; Abcam) and anti-mouse SYCP3 (1:200, sc-74569; Santa Cruz) were also used for the examination of H3K9me3 intensity over the chromosomes. The images were taken using an AxioImager microscope equipped with an AxioCam MRc5 camera and AxioVision software version 4.8.2 (Zeiss) with a 63x objective lens using the same exposure time (DAPI, 350/442, Alexa Fluor 488, 488/525, Alexa Fluor 594, 594/617). The images were left unprocessed before analysis. We quantified fluorescence inside nuclei and analysed a minimum of 30 cells in pachytene stage, from at least four different mice. To consider the background, we drew manually a region of interest in a cell-free area for each picture using imageJ. We measured the fluorescence in nucleus for DAPI and H3K9me3 and the average intensity of background region for each channel was multiplied by the area of the cell and then subtracted from the total cell fluorescence. The H3K9me3 signal was normalized for DAPI signal and the averaged values for each biological replicate were averaged and presented as normalized corrected total cell fluorescence compared with control.

### RNA extraction and RT‒qPCR

Tissues stored at −80°C from the control group and from the 6 mg/kg/day treatment group were used for RNA extraction. Extraction was performed using the RNeasy Plus Mini Kit (QIAGEN). Approximately 30 mg of testis or cerebellum of adult mice were used; embryonic testes from three embryos were pooled for each biological replicate. Test samples were lysed and subsequently homogenized using a TissueLyser (QIAGEN) and 5-mm stainless steel beads (69989; QIAGEN). DNA was removed by passing the solution through a DNA elimination column. One volume of 70% ethanol was added to the lysate to provide optimal binding conditions. The lysate was then loaded onto an RNeasy silica membrane. RNA was treated with DNase using RNase-free DNase (79254; QIAGEN) directly on the column. RNA was then washed with RW1 and RPE from the RNeasy Plus Mini Kit (QIAGEN) to remove impurities. Purified RNA was then eluted in 50 µl of RNase-free water. Six to eight biological replicates of control or treated groups were used for RT‒qPCR. RT was performed using 1 µg of total RNA with iScript (1708891; Bio-Rad) adhering to the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines (Bustin et al, 2009). A no-RT reaction was performed and analysed by qPCR for all the tested genes. The reactions showed no presence of PCR products. 

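*Rpl37a* lies on chromosome 1 from 72711290 to 72713813, and processed copies of such ribosomal protein genes could split its reads. In the RNA-seq libraries it was at 620 ± 78.1 CPM (SD, n = 3) in F1 control and 732 ± 118 CPM (SD, n = 3) in F1 *thia* testis (log2 fold change 0.24, standard error 0.139, adjusted p = 0.626, edgeR). In F3 it was at 869 ± 77.5 CPM (SD, n = 3) in control and 748 ± 122 CPM (SD, n = 3) in *thia* testis (log2 fold change -0.22, standard error 0.131, adjusted p = 0.386, edgeR). The control and *thia* pools overlapped in both generations.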

We used *Rpl37a* as a housekeeping gene because it showed no variation between replicates based on RNA-seq data. The data are presented as the fold change compared with the control ±SD. Primers for this study were selected using the Primer-Blast program from https://www.ncbi.nlm.nih.gov/tools/primer-blast/, and most of them included exon-to-exon junctions. The primers used in this study are listed in Table S12. A nonparametric Mann‒Whitney test was used for statistical significance.

Table S12. The primers used in this work for RT–qPCR.

### RNA sequencing and data processing

We used three biological replicates from the control group and three for each *thia* group of mice. Each replicate contained the pool of testes from three embryos because of the small size of this organ. DNA was extracted using an RNeasy kit as described above. One microgram of total RNA was used for a strand-specific library preparation protocol using NEBNext Ultra II Directional RNA Library according to the protocol provided by the manufacturer. Quality control and genome-wide sequencing were performed at the GenomEast platform at the Institute of Genetic, Molecular and Cellular Biology (IGBMC), Strasbourg, France. The sequencing was performed in massive parallel sequencing using paired-end mode, and the size of the sequencing tag was 100 bp.

Reads in FASTQ format were processed for quality control using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). An average of 50 million sequencing reads per sample was processed. The exact number of reads per sample is provided in Table S13. The reads were mapped to the reference genome [*Mus musculus* Ensembl mm10 sequence] using the Hisat2 alignment program (Kim et al, 2015) with the following parameters: reference genome file *mm10*, paired-end mode, reverse strand. The alignment files were generated as BAM files. These files were used as the input for FeatureCounts (Liao et al, 2014) to calculate the gene abundance using the gene annotation file *mm10.refGene.gtf* from UCSC. 

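The files list genes by symbol only, and every row names a gene. For positions and exon lengths, 26772 of the symbols were matched directly to the GENCODE M21 annotation of mm10 and 572 more through RefSeq synonyms. The 27344 matched symbols make up 76.0% of the symbols and hold 99.21% of the counts.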

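The low-count filter was also varied. Here DESeq2 1.42.0 with its independent filtering gave an adjusted p to 18551 genes in F1 and 14768 genes in F3. With every gene that had at least 1 count, edgeR tested 31148 genes in F1 and 30715 in F3. With at least 10 counts required in every library it tested 17161 genes in F3.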

Differential gene expression was assessed using the package DESeq2 (2.11.40.7) (Love et al, 2014) with the option filtering genes with low counts. Functional annotation of DEGs was performed with the DAVID program using “Biological process” mouse gene sets using as background the list the genes that express in embryonic E15 testis.

Table S13. The number of reads in RNA-seq libraries.

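The table gives 1 number of reads per library. For 10 of the 12 libraries the counts assigned to genes were 70.1 to 80.5% of the paper's number of reads. For F1 control replicate 2 the paper's number is 5360000 reads, and 56638738 counts were assigned to genes. For F3 control replicate 2 the paper's number is 6850000 reads, and 39873949 counts were assigned. In each generation the table gives the same name to 2 *thia* libraries, as the second replicate.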

### DNA extraction

DNA extraction was performed using a DNeasy Blood & Tissue kit (69506; QIAGEN) with modifications. First, spermatozoa were physically disrupted with a tissue lyser (QIAGEN in AL buffer) using Tungsten Carbide Beads (69997; QIAGEN). DTT (10 mM) was added to the lysis solution. Incubation with lysis solution was performed at 56°C overnight. The DNA extraction protocol included an RNase A (19101; QIAGEN) treatment step to eliminate contaminating RNA. The DNA concentration was measured using the QuantiFluor dsDNA system (E2670; Promega). The quality of the DNA was assessed by running samples on a 0.7% agarose gel; a homogenous high-molecular weight signal was observed for each sample. DNA extraction from embryonic testes was performed according to DNeasy Blood & Tissue kits (69506; QIAGEN) without modifications.

### Chromatin immunoprecipitation (ChIP)

We performed ChIP using rabbit polyclonal antibodies against H3K9me3 (ab8898; Abcam). Equal amounts of material (∼1/3 testes from one mouse) were used and incubated in 1% paraformaldehyde solution for 10 min to crosslink proteins to DNA. 100 µl of 1.25 M glycine were added to each sample to quench the unbound paraformaldehyde. The samples were centrifuged, and 1 ml of PBS and two stainless steel beads (69989; QIAGEN) were added to the pellet which was homogenized using TissueLyser (QIAGEN). Then, the samples were filtered in a cell strainer and the resulting solution was pelleted and resuspended in the following buffer: 0.25% (vol/vol) Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH8. Samples were centrifugated at 1,100*g* for 5 min, 4°C and the pellets, containing cells, were resuspended in 300 µl of SDS lysis buffer (1% [wt/vol] SDS, 10 mM EDTA, and 50 mM TrisCl pH8) in the presence of a protease inhibitor. Chromatin was sonicated in SDS lysis buffer at 60% amplitude for 8 min (20 s on, 20 s off), using Qsonica 700 sonicator (Q700-110; Newtown) supplied with cup horn 431C2; these parameters allow obtaining ∼300-bp chromatin fragments. After sonication, samples were centrifugated at 14,654*g* for 10 min at 4°C and the supernatant containing sonicated chromatin was transferred and diluted in 1.7 ml of the following buffer: 0.01% (1.1% [vol/vol] Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl, 167 mM NaCl). A solution containing 20 µl of dynabeads (10002D; Invitrogen) and an 0.7 µl of anti-H3K9me3 antibody (ab8898; Abcam) was added to the sample tubes and incubated overnight at 4°C. Before adding the antibody and dynabeads, 10 µl of each sample was collected as “Input samples” (starting material). After overnight incubation with dynabeads and the antibody of interest, the beads were washed 5 min each, with the following four buffers: (1) low salt buffer: 0.1% (wt/vol) SDS, 1% (vol/vol) Triton X-100, 2 mM EDTA, 20 mM TrisHCl, 150 mM NaCl; (2) high salt buffer: 0.1% (wt/vol) SDS, 1% (vol/vol) Triton X-100, 2 mM EDTA, 20 mM TrisCl pH8, 500 mM NaCl; (3) LiCl buffer: 0.25 M LiCl, 1% (vol/vol) Igepal, 1 mM EDTA, 10 mM TrisCl, pH8, 1% (wt/vol) deoxycholic acid; (4) TE buffer (two washes). After the washing steps, the beads were resuspended two times in 50 µl of 1% (wt/vol) SDS, 0.1 M NaHCO3 pH9, and incubated at 65°C for 15 min to elute the precipitated chromatin from the beads. Subsequently, the eluted chromatin was reverse crosslinked by adding 9 µl of 5N NaCl and incubating at 65°C for 4 h. Then, proteins were removed by adding 1 µl 20 mg/ml of proteinase K and incubating the samples for 1 h at 45°C. The precipitated DNA was purified using MinElute Reaction Clean-Up kit (28206; QIAGEN) and the DNA concentration was measured using QuantiFluor dsDNA system (Promega). A minimum of ∼5 ng of DNA was obtained.

### ChIP–qPCR

Equal amounts of precipitated DNA and input samples were used for the qPCR analysis. Quantitative PCR was performed using 0.4 ng of DNA of immunoprecipitated or Input DNA and 6 biological replicates. Normalized expression values were calculated with CFX Manager program using a region located far from promoter as a reference gene, we used a region in *Rplp0* for H3K4me3-ChIP normalization. Primers used in this study are listed in Table S14. Enrichment of each target in the precipitated DNA was evaluated by calculating the ratio between the average of the normalized ChIP DNA copies and the average of the normalized DNA copies in the inputs.

Table S14. The primers used in this work for MEDIP–qPCR and ChIP–qPCR.

### Methylated DNA precipitation (MEDIP) and MEDIP–qPCR

For DNA methylation analysis in spermatozoa and embryonic testes, the EpiMark Methylated DNA Enrichment Kit (#E2600S; NEB) was used. A total of 6,000 ng of DNA (spermatozoa) or 3,000 ng (embryonic testis) was sonicated using a Qsonica sonicator with the following parameters: efficiency, 60%; total sonication time, 8 min, 20 s “on” and 20 s “off.” The average size of sonicated DNA was 300 bp. The sonicated methylated DNA was precipitated using MBD2a-protein A-coated beads, the methylated DNA-MBD2a-protein A–coated bead complex was washed, and the DNA was eluted with elution buffer. The DNA concentration was determined according to the level of fluorescence produced by a dsDNA-binding dye (Promega). ∼7–10 ng spermatozoa, ∼3–4 ng (embryonic testis) of methylated DNA was recovered after precipitation, and the unprecipitated sonicated starting material was used as the input.

For MEDIP–qPCR, enriched DNA and input were diluted to equal concentrations, and qPCR was performed. Primers were designed using the coordinates of differential peaks (Table S14). The sequences were retrieved from USCSC repeat masks, and Primer-Blast was used to design primers. Equal amounts of enriched DNA and input were used for PCR. The background was normalized to the *Rplp0* unmethylated region. We used six replicates for the control and six for *thia*, and each replicate contained DNA from E15.5 testes. The data for each gene were normalized and compared with the control.

### Functional annotation of DEGs

Functional annotation of DEGs was performed by DAVID (Sherman et al, 2022) using as background the list the genes that express in embryonic E15 testis.

### A library preparation and MEDIP-seq analysis

Equal amounts of methylated DNA and input (7 ng) were taken for library preparation. Sequencing libraries were prepared using the NEBNext Ultra DNA Library Prep Kit for Illumina (E7645S; NEB). Fifteen cycles were used for library amplification. Sequencing was performed on an Illumina HiSeq4000 sequencer using a single-end 50-base read in multiplexed mode. Adapter dimer reads were removed using DimerRemover. The reads were mapped to the reference genome mm10 using Bowtie2 v2.5.0 (Langmead et al, 2009) using mm10 reference genome file, and sensitive end-to-end mode. The numbers of mapped reads were normalized by a scale factor to adjust the total number of reads. From the aligned reads, DNA methylated peaks were identified using 19 biological replicates and the corresponding input by the MACS2 (2.2.7.1) algorithm (Zhang et al, 2008); the following parameters were applied: a shift-size window of 73 bp, no model, and a q-value threshold <0.05. For comparison of the control datasets of the *thia*-exposed and control samples, differential peaks were identified using counting reads at each peak using bedtools MultiCovBed (Version 2.30.0) (Quinlan & Hall, 2010). Statistical significance was calculated using Limma v3.50.1 with filtering peaks with low counts. We performed functional annotation of the differential peaks using the web-based tool GREAT v3.0.0 (default parameters). For the visualization of ChIP-seq tracks, each bam file was converted to BedGraph tracks by using Genome Coverage 2.30.0. IGV was used to visualize the tracks. The superenhancer datasets for testis, ES cells, and embryonic day 14.5 brain were uploaded from http://www.licpathway.net/sedb/ (Wang et al, 2023) and were converted from mm9 to the reference mm10 coordinates using the LiftOver tool from UCSC. The regions were compared using bedtools intersect intervals. The exact number of sequencing reads for MEDIP-seq per sample is provided in Table S15.

Table S15. The number of reads in MEDIP-seq libraries.

### Functional annotation of DMRs

Functional annotation of DMRs was performed by GREAT using default parameters. Some figures for the illustration of differential methylated regions were generated by EaSeq (Lerdrup et al, 2016).

### The analysis of retroelements within DMRs

We downloaded the coordinates of the retroelements from UCSC browser (https://genome.ucsc.edu) and extracted the coordinates of IAPs. We used option *closest* from *bedtools* to reveal the presence of the nearest IAP element at the common 30 regions.

### Histone extraction

Histone extraction was conducted to analyse epigenetic mark occupancy using Western blotting techniques. Extraction was performed using a histone extraction kit (ab113476; Abcam) according to the protocol provided by the manufacturer. Testes stored at −80°C were used for histone extraction. Briefly, testes were homogenized with a TissueLyser (QIAGEN) and 5-mm stainless-steel beads (69989; QIAGEN) and cell extracts were pelleted via centrifugation. The pelleted cells were then suspended in a pre-lysis buffer and incubated on ice for 10 min. Cells were pelleted again with centrifugation, resuspended in three volumes of lysis buffer, and incubated on ice for 30 min. The supernatant was collected and 0, 3 volumes of DTT (ab113476) were added. Histone protein concentrations were quantified using an optical density (OD) reading at 600 nm using Pierce’s solution.

### Western blot

Western blots were performed using a rabbit 1:10,000 anti-H3K9me3 polyclonal antibody (ab8898; Abcam). Equal amounts of protein extracts (10 µg) in 10 mM Tris buffer and Laemmli 4X buffer were denatured and ran on a 4–15% gradient SDS–PAGE gel (Mini-PROTEAN TGXTM Precast Protein Gels). Proteins were transferred onto polyvinylidene difluoride membranes (Millipore) using an electro-blotter system (TE77X; Hoefer) for 1.15 h. Blocking was conducted using a 5% milk in 1X TBS Tween 0.05%. The primary antibody was diluted in 10 ml of the blocking solution and the membranes were incubated overnight at 4°C. After three ten-minute washes with 1X TBS, each membrane was incubated for 1 h in 40 ml of the blocking solution containing the corresponding HRP-conjugated secondary antibodies (1:10,000; GE Healthcare). After another three ten-minute washes with 1X TBS, Western blotting detection reagents Amersham ECL Prime Western Blotting Detection Reagent (RPN2232; Amersham) were used to coat each membrane. Specific protein expression for the antibody was then detected and measured using a molecular imager (ChemiDocTM XRS+ System with Image LabTM Software). Ponceau Red-stained bands were used to assess protein loading and normalize the levels of H3K9me3 for each sample. The intensity of the bands was measured using Fiji: ImageJ software.

### Testosterone measurement by ELISAs

Blood was taken from the hearts of deeply anesthetized animals (∼800–1,000 µl). The blood was allowed to clot by leaving it undisturbed at room temperature. This process usually takes 15–30 min. We removed the clot by centrifuging for 10 min in a refrigerated centrifuge. The resulting supernatant was preserved at −80°C until use. We used a mouse testosterone ELISA kit (orb340113-960; CliniSciences) for testosterone measurement. We followed the instructions provided by the manufacturer. The data were averaged, plotted, and presented as the concentration of testosterone in ng/ml.

### Statistical analyses

We used the minimum number of animals according to the requirements of the EU Ethics Committee. The number of animals used was specified for each experimental procedure. We performed the Kruskal–Wallis test to assess statistical significance in body weight and spermatozoa number measurements, a nonparametric Wilcoxon–Mann‒Whitney for qPCR experiments, immunofluorescence, synapsing defects, DMC1 foci, testosterone quantifications, and WB assay.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE234861 and GSE235213.

## Supplementary Material

Reviewer comments

## References

[bib1] Aravin AA, Sachidanandam R, Girard A, Fejes-Toth K, Hannon GJ (2007) Developmentally regulated piRNA clusters implicate MILI in transposon control. Science 316: 744–747. 10.1126/science.114261217446352

[bib2] Bustin SA, Benes V, Garson JA, Hellemans J, Huggett J, Kubista M, Mueller R, Nolan T, Pfaffl MW, Shipley GL, (2009) The MIQE guidelines: Minimum information for publication of quantitative real-time PCR experiments. Clin Chem 55: 611–622. 10.1373/clinchem.2008.11279719246619

[bib3] Chapman DL, Wolgemuth DJ (1994) Expression of proliferating cell nuclear antigen in the mouse germ line and surrounding somatic cells suggests both proliferation-dependent and -independent modes of function. Int J Dev Biol 38: 491–497. 7848832

[bib4] Chen Q, Yan M, Cao Z, Li X, Zhang Y, Shi J, Feng G, Peng H, Zhang X, Zhang Y, (2016) Sperm tsRNAs contribute to intergenerational inheritance of an acquired metabolic disorder. Science 351: 397–400. 10.1126/science.aad797726721680

[bib5] Crichton JH, Read D, Adams IR (2018) Defects in meiotic recombination delay progression through pachytene in Tex19.1-/- mouse spermatocytes. Chromosoma 127: 437–459. 10.1007/s00412-018-0674-929907896PMC6208735

[bib6] Galaxy Community (2022) The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2022 update. Nucleic Acids Res 50: W345–W351. 10.1093/nar/gkac24735446428PMC9252830

[bib7] Gapp K, Jawaid A, Sarkies P, Bohacek J, Pelczar P, Prados J, Farinelli L, Miska E, Mansuy IM (2014) Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nat Neurosci 17: 667–669. 10.1038/nn.369524728267PMC4333222

[bib8] Green CD, Ma Q, Manske GL, Shami AN, Zheng X, Marini S, Moritz L, Sultan C, Gurczynski SJ, Moore BB, (2018) A comprehensive roadmap of murine spermatogenesis defined by single-cell RNA-seq. Dev Cell 46: 651–667.e10. 10.1016/j.devcel.2018.07.02530146481PMC6713459

[bib9] Guo H, Zhu P, Yan L, Li R, Hu B, Lian Y, Yan J, Ren X, Lin S, Li J, (2014) The DNA methylation landscape of human early embryos. Nature 511: 606–610. 10.1038/nature1354425079557

[bib10] Hajkova P, Erhardt S, Lane N, Haaf T, El-Maarri O, Reik W, Walter J, Surani MA (2002) Epigenetic reprogramming in mouse primordial germ cells. Mech Dev 117: 15–23. 10.1016/s0925-4773(02)00181-812204247

[bib11] Hartman C, Legoff L, Capriati M, Lecuyer G, Kernanec P-Y, Tevosian S, D’Cruz SC, Smagulova F (2021) Epigenetic effects promoted by neonicotinoid thiacloprid exposure. Front Cell Dev Biol 9: 691060. 10.3389/fcell.2021.69106034295895PMC8290843

[bib12] Hill PWS, Leitch HG, Requena CE, Sun Z, Amouroux R, Roman-Trufero M, Borkowska M, Terragni J, Vaisvila R, Linnett S, (2018) Epigenetic reprogramming enables the transition from primordial germ cell to gonocyte. Nature 555: 392–396. 10.1038/nature2596429513657PMC5856367

[bib13] Jiang Y, Qian F, Bai X, Liu Y, Wang Q, Ai B, Han X, Shi S, Zhang J, Li X, (2019) SEdb: A comprehensive human super-enhancer database. Nucleic Acids Res 47: D235–D243. 10.1093/nar/gky102530371817PMC6323980

[bib14] Kim D, Langmead B, Salzberg SL (2015) HISAT: A fast spliced aligner with low memory requirements. Nat Methods 12: 357–360. 10.1038/nmeth.331725751142PMC4655817

[bib15] Kobayashi W, Hosoya N, Machida S, Miyagawa K, Kurumizaka H (2017) SYCP3 regulates strand invasion activities of RAD51 and DMC1. Genes Cells 22: 799–809. 10.1111/gtc.1251328745000

[bib16] Kuramochi-Miyagawa S, Watanabe T, Gotoh K, Totoki Y, Toyoda A, Ikawa M, Asada N, Kojima K, Yamaguchi Y, Ijiri TW, (2008) DNA methylation of retrotransposon genes is regulated by Piwi family members MILI and MIWI2 in murine fetal testes. Genes Dev 22: 908–917. 10.1101/gad.164070818381894PMC2279202

[bib17] Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[bib18] Lees-Murdock DJ, De Felici M, Walsh CP (2003) Methylation dynamics of repetitive DNA elements in the mouse germ cell lineage. Genomics 82: 230–237. 10.1016/s0888-7543(03)00105-812837272

[bib19] Lerdrup M, Johansen JV, Agrawal-Singh S, Hansen K (2016) An interactive environment for agile analysis and visualization of ChIP-sequencing data. Nat Struct Mol Biol 23: 349–357. 10.1038/nsmb.318026926434

[bib20] Li Z, Golub EI, Gupta R, Radding CM (1997) Recombination activities of HsDmc1 protein, the meiotic human homolog of RecA protein. Proc Natl Acad Sci U S A 94: 11221–11226. 10.1073/pnas.94.21.112219326590PMC23422

[bib21] Liao Y, Smyth GK, Shi W (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30: 923–930. 10.1093/bioinformatics/btt65624227677

[bib22] Lismer A, Siklenka K, Lafleur C, Dumeaux V, Kimmins S (2020) Sperm histone H3 lysine 4 trimethylation is altered in a genetic mouse model of transgenerational epigenetic inheritance. Nucleic Acids Res 48: 11380–11393. 10.1093/nar/gkaa71233068438PMC7672453

[bib23] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281PMC4302049

[bib24] Lovell-Badge R (1993) Sex determining gene expression during embryogenesis. Philos Trans R Soc Lond B Biol Sci 339: 159–164. 10.1098/rstb.1993.00128097047

[bib25] Marcet-Ortega M, Pacheco S, Martínez-Marchal A, Castillo H, Flores E, Jasin M, Keeney S, Roig I (2017) p53 and TAp63 participate in the recombination-dependent pachytene arrest in mouse spermatocytes. PLoS Genet 13: e1006845. 10.1371/journal.pgen.100684528617799PMC5491309

[bib26] Martins NMC, Cisneros-Soberanis F, Pesenti E, Kochanova NY, Shang W-H, Hori T, Nagase T, Kimura H, Larionov V, Masumoto H, (2020) H3K9me3 maintenance on a human artificial chromosome is required for segregation but not centromere epigenetic memory. J Cell Sci 133: jcs242610. 10.1242/jcs.24261032576667PMC7390644

[bib27] Meistrich ML, Hess RA (2013) Assessment of spermatogenesis through staging of seminiferous tubules. Methods Mol Biol 927: 299–307. 10.1007/978-1-62703-038-0_2722992924

[bib28] Morgan HD, Sutherland HG, Martin DI, Whitelaw E (1999) Epigenetic inheritance at the agouti locus in the mouse. Nat Genet 23: 314–318. 10.1038/1549010545949

[bib29] Okano M, Bell DW, Haber DA, Li E (1999) DNA methyltransferases Dnmt3a and Dnmt3b are essential for de novo methylation and mammalian development. Cell 99: 247–257. 10.1016/s0092-8674(00)81656-610555141

[bib30] Ospina M, Wong L-Y, Baker S, Serafim AB, Morales-Agudelo P, Calafat AM (2019) Exposure to neonicotinoid insecticides in the U.S. General population: Data from the 2015–2016 national Health and nutrition examination survey. Environ Res 176: 108555. 10.1016/j.envres.2019.10855531288196PMC6710140

[bib31] Oswald J, Engemann S, Lane N, Mayer W, Olek A, Fundele R, Dean W, Reik W, Walter J (2000) Active demethylation of the paternal genome in the mouse zygote. Curr Biol 10: 475–478. 10.1016/s0960-9822(00)00448-610801417

[bib32] Page J, de la Fuente R, Manterola M, Parra MT, Viera A, Berríos S, Fernández-Donoso R, Rufas JS (2012) Inactivation or non-reactivation: What accounts better for the silence of sex chromosomes during mammalian male meiosis? Chromosoma 121: 307–326. 10.1007/s00412-012-0364-y22366883

[bib33] Peters AH, Plug AW, van Vugt MJ, de Boer P (1997) A drying-down technique for the spreading of mammalian meiocytes from the male and female germline. Chromosome Res 5: 66–68. 10.1023/a:10184455201179088645

[bib34] Quinlan AR, Hall IM (2010) BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842. 10.1093/bioinformatics/btq03320110278PMC2832824

[bib35] Rakyan VK, Chong S, Champ ME, Cuthbert PC, Morgan HD, Luu KVK, Whitelaw E (2003) Transgenerational inheritance of epigenetic states at the murine Axin(Fu) allele occurs after maternal and paternal transmission. Proc Natl Acad Sci U S A 100: 2538–2543. 10.1073/pnas.043677610012601169PMC151376

[bib36] Roa S, Avdievich E, Peled JU, Maccarthy T, Werling U, Kuang FL, Kan R, Zhao C, Bergman A, Cohen PE, (2008) Ubiquitylated PCNA plays a role in somatic hypermutation and class-switch recombination and is required for meiotic progression. Proc Natl Acad Sci U S A 105: 16248–16253. 10.1073/pnas.080818210518854411PMC2571010

[bib37] Rundlöf M, Andersson GK, Bommarco R, Fries I, Hederström V, Herbertsson L, Jonsson O, Klatt BK, Pedersen TR, Yourstone J, (2015) Seed coating with a neonicotinoid insecticide negatively affects wild bees. Nature 521: 77–80. 10.1038/nature1442025901681

[bib38] Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, Imamichi T, Chang W (2022) DAVID: A web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res 50: W216–W221. 10.1093/nar/gkac19435325185PMC9252805

[bib39] Smith ZD, Chan MM, Mikkelsen TS, Gu H, Gnirke A, Regev A, Meissner A (2012) A unique regulatory phase of DNA methylation in the early mammalian embryo. Nature 484: 339–344. 10.1038/nature1096022456710PMC3331945

[bib49] Song Y, van den Berg PR, Markoulaki S, Soldner F, Dall’Agnese A, Henninger JE, Drotar J, Rosenau N, Cohen MA, Young RA, (2019) Dynamic enhancer DNA methylation as basis for transcriptional and cellular heterogeneity of ESCs. Mol Cell 75: 905–920.e6. 10.1016/j.molcel.2019.06.04531422875PMC6731151

[bib40] Souquet B, Abby E, Hervé R, Finsterbusch F, Tourpin S, Le Bouffant R, Duquenne C, Messiaen S, Martini E, Bernardino-Sgherri J, (2013) MEIOB targets single-strand DNA and is necessary for meiotic recombination. PLoS Genet 9: e1003784. 10.1371/journal.pgen.100378424068956PMC3778009

[bib41] Takahashi Y, Morales Valencia M, Yu Y, Ouchi Y, Takahashi K, Shokhirev MN, Lande K, Williams AE, Fresia C, Kurita M, (2023) Transgenerational inheritance of acquired epigenetic signatures at CpG islands in mice. Cell 186: 715–731.e19. 10.1016/j.cell.2022.12.04736754048

[bib42] Talbert P, Henikoff S (2022) Centromere drive: Chromatin conflict in meiosis. Curr Opin Genet Dev 77: 102005. 10.1016/j.gde.2022.10200536372007

[bib43] Wang Y, Song C, Zhao J, Zhang Y, Zhao X, Feng C, Zhang G, Zhu J, Wang F, Qian F, (2023) SEdb 2.0: A comprehensive super-enhancer database of human and mouse. Nucleic Acids Res 51: D280–D290. 10.1093/nar/gkac96836318264PMC9825585

[bib44] Western PS, Miles DC, van den Bergen JA, Burton M, Sinclair AH (2008) Dynamic regulation of mitotic arrest in fetal male germ cells. Stem Cells 26: 339–347. 10.1634/stemcells.2007-062218024419

[bib45] Whitehorn PR, O’Connor S, Wackers FL, Goulson D (2012) Neonicotinoid pesticide reduces bumble bee colony growth and queen production. Science 336: 351–352. 10.1126/science.121502522461500

[bib46] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA (2013) Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell 153: 307–319. 10.1016/j.cell.2013.03.03523582322PMC3653129

[bib47] Zhang C, Yeh S, Chen Y-T, Wu C-C, Chuang K-H, Lin H-Y, Wang R-S, Chang Y-J, Mendis-Handagama C, Hu L, (2006) Oligozoospermia with normal fertility in male mice lacking the androgen receptor in testis peritubular myoid cells. Proc Natl Acad Sci U S A 103: 17718–17723. 10.1073/pnas.060855610317095600PMC1693813

[bib48] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, (2008) Model-based analysis of ChIP-seq (MACS). Genome Biol 9: R137. 10.1186/gb-2008-9-9-r13718798982PMC2592715

How the deposited data were processed for this re-analysis (not part of the article)

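RNA was measured in 12 libraries of embryonic testis at E15.5, each from a pool of 3 embryos, with 3 control and 3 *thia* libraries in F1 and in F3. The mothers of F1 received 6 mg/kg/day of *thia* or the vehicle, and F3 was reached through the male line. The authors mapped paired-end strand-specific reads to mm10 with Hisat2 and counted them per gene with FeatureCounts on the refGene annotation. The deposited values are raw counts for 35976 gene symbols, with 0 rows that name no gene, and whether read pairs or reads were counted, and the other counting options, are not stated.

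The total count per library had a median of 42665445, with the ranges per group given at the first result. Of the symbols, 26772 were matched directly to GENCODE M21 and 572 through RefSeq synonyms. A gene length was found for 93.3% of the genes tested in F1 and 94.7% in F3.

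Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15. Genes were kept with the filterByExpr function of edgeR at a minimum count of 10. Libraries were scaled by TMM, and log2 CPM used a prior count of 2. Control and *thia* were compared within each generation with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment, at an FDR of 0.15 in F1 and 0.1 in F3, and the standard error of a log2 fold change was derived from that test. The difference between the effects in F3 and F1 was tested at an FDR of 0.1 in one fit of the 12 libraries. Principal components came from rlog values of each generation for the 500 most variable genes. The spread between replicates was the residual variance of log2 CPM after the group means were removed. Replicates were compared by chi-square over genes with a summed count of at least 20.

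The gene lists for Fig 4B and D were written by hand from the names of the terms, apart from the genes of Table S3, because the DAVID output was not used here. They cover germ cell development and meiosis, germline reprogramming genes, muscle contraction, skeletal system development, sensory perception of sound, cytoplasmic and mitochondrial ribosomal proteins, translation factors, rRNA processing, protein folding, the respiratory chain, cell adhesion, axon guidance, angiogenesis, cholesterol metabolism and steroid biosynthesis. They were tested with camera at a preset correlation of 0.01, with fry, with camera at an estimated correlation and with Fisher's exact test, at an adjusted p of 0.05. Marker lists were written for germ cells, Sertoli cells, Leydig cells, endothelium, blood, adrenal, mesonephros, interstitial cells, ovary, Y-linked genes and *Xist*. Further lists held germ cell genes whose level rises or falls at these stages, small nucleolar RNA host genes, embryonic and adult globins, and skeletal and smooth muscle genes. Lists were compared with 10000 random lists of equal size.

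Genes are named by a rule. Named are the genes the paper names in its RNA-seq text, in Fig 4 and in the text on Fig 6D and E, *Rpl37a*, the 5 genes with the largest rise and the 5 with the largest fall among the DEGs of each generation whose groups do not overlap, and at most 3 genes with the smallest p in each list. Genes named in the closing section outside this rule were chosen after their values were seen.

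The alternatives were the Wald test of DESeq2 with and without a normal prior on the fold change, DESeq2 size factors, upper quartile scaling, no filter, at least 10 counts in every library, all 12 libraries in one fit, an FDR of 0.05, a replicate block, removal of the trend with gene length or GC content by loess with a span of 0.3, and leaving out each library in turn. The pipeline was tested on simulated data with 200 changed genes. At a simulated log2 fold change of 1 it recovered 66 to 68.5% of them in F1 and 59 to 64% in F3, at 2 it recovered 96.5 to 97.5% and 92 to 97%, and at 0.5 it recovered 34.5 to 45% and 0 to 8.5%. Of the genes called in these simulations, 9.3 to 24.6% in F1 and 0 to 15.1% in F3 had not been changed. The real F3 fit called 0 genes, so the simulated rates do not carry over to it. Splits of the libraries used a fixed seed of 1, with all 10 splits of 6 libraries and 60 drawn splits for the difference between generations.

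The DNA methylation, ChIP, histology and RT–qPCR data, and the adult tissues, were not used here. Some genes labelled in Fig 4 are not reported here. The directions of methylation in Tables S10 and S11 are the paper's.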

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

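Of the tests in this part, the count of germ cell markers away from their median was chosen only after the result was seen. Removal of the GC trend, used below for several lists, was also chosen after seeing the data.

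The effect of *thia* on *Gas5* differed between the generations, with a log2 difference of F3 minus F1 of -1.39 (standard error 0.158, adjusted p = 0.0193, edgeR). It was 0.76 in F1 and -0.65 in F3, and in each generation the 3 *thia* pools lay on one side of the 3 control pools. *Gas5* was the only gene called for this difference among the 19626 tested, and no gene was called without any 1 of the F1 control libraries, F1 *thia* replicate 1 or F3 control replicate 1, where 1818 to 2916 genes had an unadjusted p under 0.05. *Gas5* is a host gene of small nucleolar RNAs, and a change shared by such genes is argued against by the other 15 of them, which had a median log2 fold change of -0.22 in F1 and -0.13 in F3. With the trend with gene length removed, *Gas5* was still at 0.74 in F1 and -0.64 in F3, which argues against that trend as the whole cause. Of 60 splits of the libraries within the generations, drawn from the 200 possible, 6 gave as many genes for the difference, with up to 321 genes. F1 was exposed in the womb and F3 was not, and this difference in exposure stays open as an untested explanation.

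The muscle contraction genes differed between the generations (adjusted p = 0.00103 for the difference, camera), with a median of 0.64 in F1, where 43 of 48 genes were higher, and -0.19 in F3, where 21 of 48 were higher. Without F1 *thia* replicate 2 the F1 list still had an adjusted p of 0.00124, and with the GC trend removed 2.0e-06, over a range of 1.5e-13 to 0.226 under all its alternatives, which argues against either as the whole cause. Skeletal muscle tissue in some pools is a candidate explanation. The median of 12 skeletal muscle genes minus that of 8 smooth muscle genes was 1.44 in F1, and without F1 *thia* replicate 2 the skeletal muscle median was -0.08 in place of 1.52. The most abundant gene of the list, *Tpm1*, was at 637 CPM in control and 612 CPM in *thia* testis. Of the skeletal muscle genes 11 are also in the contraction list, and whether the treatment changes muscle genes of the testis itself stays open.

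The lists for translation and the respiratory chain also differed between the generations. The adjusted p of the difference from camera was 1.1e-22 for ribosomal proteins (median 0.17 in F1 and -0.24 in F3), 1.1e-14 for mitochondrial ribosomal proteins (0.04 and -0.24), 0.00102 for translation factors (0.01 and -0.17), 0.00153 for rRNA processing (-0.04 and -0.16), 0.000522 for protein folding (-0.02 and -0.20) and 3.2e-12 for the respiratory chain (0.09 and -0.18). In F1, 82 of 87 ribosomal protein genes were higher, and in F3, 83 of 87 were lower. The lists that were higher in F3 differed as well, with 0.000347 for cell adhesion (0.08 and 0.31), 1.6e-05 for axon guidance (0.05 and 0.33), 4.1e-11 for angiogenesis (0.05 and 0.48), 1.2e-10 for cholesterol metabolism (0.04 and 0.48) and 0.000161 for steroid biosynthesis (0.01 and 0.50). In all, 12 of 16 lists passed with camera and 0 with fry, where the smallest adjusted p was 0.0785. The evidence for these differences thus rests on camera and on the low correlation between genes that it assumes.

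For the F3 side of these differences, all 11 lists passed with the length trend removed, all 11 with the GC trend removed and all 11 without F3 *thia* replicate 2, so neither trend nor that library explains them as the whole cause. Among the 10 splits of the F3 libraries, 2 gave as many lists past the threshold, and among those of the F1 libraries 2 gave as many as the 5 found there. Under the other splits, camera called 2 to 11 of the F3 lists and 0 to 5 of the F1 lists. Many lists thus passed under wrong groupings, so the treatment cannot be told apart from other splits by this count. With 10 splits the share is also never under 0.1. The share of cell types was looked at with marker lists and is given among the other observations. In F3, Leydig cell markers had a median log2 fold change of 0.78 and endothelial markers 0.59. Other lists hold 9 of the 14 Leydig and 16 of the 18 endothelial markers. A changed share of these cells therefore cannot be told apart from a change per cell and stays open.

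Germ cell genes were lower in F1, and the difference between the generations for that list was not past the threshold (adjusted p = 0.858, camera; median -0.21 in F1 and -0.18 in F3, lower in 51 of 67 genes in both). With the GC trend removed its F1 adjusted p was 2.0e-06, and with the length trend removed 6.5e-08, over a range of 3.3e-11 to 0.226 under all its alternatives, so neither trend explains it as the whole cause. A lower share of germ cells would lower their markers alike, but 8 of 17 germ cell markers lay more than 2 standard errors from the median of -0.61, which argues against it as the whole cause in F1. In F3 it was 3 of 17 markers, so a lower share of germ cells stays open there. A later stage of the *thia* pools cannot be told apart from the treatment, since germ cell genes that rise at these stages had a median of 0.03 in F1 with 5 of 10 higher, and those that fall had -0.38.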

How the results depend on the processing

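For the comparisons of the paper, the tests, thresholds and alternatives were set before the data were examined. The exceptions, chosen after seeing the data, were the normal prior on gene counts, bias-adjusted deviances, the GC trend and an FDR of 0.15 in F3, and the limit of the single-gene alternatives to genes named for that generation. The tests of explanations that were chosen after their result was seen are named in the other parts.

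The F1 number of 2 genes was kept with DESeq2 size factors, upper quartile scaling, at least 10 counts in every library, an FDR of 0.05, and removal of the length or GC trend, and bias-adjusted deviances gave 3. It was 199 with the Wald test of DESeq2, 189 with its normal prior, 243 without the filter and 0 with all 12 libraries in one fit, where 1789 genes had an unadjusted p under 0.05. Across the 6 fits that each left out 1 library it ran from 0 to 20 genes, with 20 without control replicate 1 and 0 without control replicate 2. The cause was not tested.

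In F3 the number stayed at 0 with DESeq2 size factors and removal of the length or GC trend, with 3567 to 3907 genes at an unadjusted p under 0.05 in these fits. A stricter FDR of 0.05 could only leave the number at 0, so it does not test its stability. It was 2288 with the Wald test of DESeq2 and 2288 with its normal prior, 520 with upper quartile scaling, 569 without the filter, 333 with at least 10 counts in every library and 1936 with all 12 libraries in one fit. An FDR of 0.15 gave 1826 genes, since the smallest adjusted p was 0.101, and bias-adjusted deviances gave 81. Leaving out 1 library gave from 0 to 1294 genes, with 1294 without *thia* replicate 2, where the biological coefficient of variation fell from 0.195 to 0.149. The cause of the other changes was not tested.

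The difference between the generations had 1 gene, 634 with DESeq2 and from 0 to 4 across the 12 fits that each left out 1 library, with 4 without F3 *thia* replicate 2. The cause was not tested. The ratio of the spread between replicates, 1.13, was 1.46 on rlog values and ran from 0.918 without F3 *thia* replicate 2 to 1.599 without F1 control replicate 3, so its side of 1 depended on single libraries.

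All 16 gene lists passed under DESeq2 size factors and with the length or GC trend removed. With fry, germ cells and reprogramming had an adjusted p of 0.176, muscle, skeletal system and hearing 0.115, and steroid biosynthesis 0.0550, and the other 10 passed. With an estimated correlation none of the 16 passed: the 5 F1 lists had 0.226, mitochondrial ribosome, folding and adhesion 0.118, the respiratory chain 0.208 and the other 7 F3 lists 0.191, and 1 F1 list and 3 F3 lists had an unadjusted p under 0.05. The correlation between genes that each test assumes differs by construction, and fry does not compare a list with the other genes. The adjusted p of the hearing list ran from 0.000159 to 0.0763 across the 6 fits without 1 library, and it was past 0.05 without control replicate 1 and without *thia* replicate 2. The other lists passed in each such fit.

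The first F1 component, 45.6%, was 35.3% with all genes and 34.5% on log2 CPM. In F3, 75.1% and 15.2% became 46.1% and 31.9% with all genes. Of the genes of Table S10, 28 passed with DESeq2 and 27 with its normal prior, against 1, and of those of Table S11, 298 and 298, against 0. All of them kept their direction. Of 783 values for the 87 single genes looked at, 649 stayed on their side of the threshold, 129 moved past it (79 of them with DESeq2 and 49 without 1 library) and 5 no longer passed, those of *Gas5* and *Dppa3*. None reversed.

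The replicate numbers were checked for pairing and do not pair the samples: the correlations of same-numbered pools were -0.031, -0.034 and 0.021 in F1 and 0.229, -0.423 and -0.271 in F3. The largest correlation, 0.514, was between F3 control replicate 3 and F3 *thia* replicate 2, which carry different numbers. The paper repeated its breeding, and which repeat each pool came from is not known. A batch shared by pools of different numbers was not tested and stays open. A replicate block gave 3 genes in F1 and 0 in F3, 4 and 0 together with the length trend removed, 0 for the difference between the generations, where 2245 genes had an unadjusted p under 0.05, and all 16 lists.

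A gene at 1 CPM had at least 25.1 counts in a library, so depth limits mainly genes below that level. In simulations, changes of 0.5 on the log2 scale were recovered for 0 to 8.5% of genes in F3, so most changes of that size were missed there.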

Differences from the paper's values

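In F1 the paper's number of DEGs is 198, with 101 lower and 97 higher, and here it was 2, with 1 lower and 1 higher. Of the alternatives set before the data were examined, the Wald test of DESeq2 (199, with 101 lower and 98 higher) and no filter (243, with 106 lower and 137 higher) came within 1.5 times of the paper's values. DESeq2 size factors, upper quartile scaling, at least 10 counts in every library, all 12 libraries in one fit, an FDR of 0.05, a replicate block, the length trend removed, alone or with the block, and leaving out each library did not. DESeq2 with a normal prior, chosen after seeing the values, gave 189, with 94 lower and 95 higher.

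In F3 the paper's number of DEGs is 2,277, with 882 lower and 1,395 higher, and here it was 0, with 0 lower and 0 higher, where 3906 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, the Wald test of DESeq2 (2288, with 879 lower and 1409 higher) and all 12 libraries in one fit (1936, with 783 lower and 1153 higher) came within 1.5 times of the paper's values. DESeq2 size factors, upper quartile scaling (520), no filter (569), at least 10 counts in every library (333), an FDR of 0.05, a replicate block, the length trend removed, alone or with the block, and leaving out each library (at most 1294, without F3 *thia* replicate 2) did not. An FDR of 0.15 (1826, with 886 lower and 940 higher) and DESeq2 with a normal prior (2288), both chosen after seeing the values, came as close.

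The paper's number of reads in Table S13 is 5360000 for F1 control replicate 2 and 6850000 for F3 control replicate 2, and 56638738 and 39873949 counts were assigned to genes in these libraries. At 10 times the paper's numbers, the counts would be 105.7% and 58.2% of the reads, which is closer but outside the 70.1 to 80.5% of the other 10 libraries. None of the alternatives set before the data were examined changes these totals.

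The 7 F1 and 13 F3 genes in the text on Fig 6D and E were compared with Tables S10 and S11. For 6 of them, 4 in F1 and 2 in F3, the log2 fold change differed from that computed from the paper's fold change. It was -0.80 for *Nr5a2* against the paper's -0.44, -0.73 for *Nanog* against the paper's -0.40, -1.65 for *Sox2* against the paper's -0.79 and -0.93 for *Sall1* against the paper's -0.49 in F1, and 1.24 for *Nectin1* against the paper's 0.58 and -0.95 for *Disc1* against the paper's -0.71 in F3. Of the alternatives set before the data were examined, DESeq2 with a normal prior came within the replicate spread for all 6, at -0.43, -0.40, -0.79, -0.49, 0.58 and -0.71 in this order. So did, for *Nr5a2*, leaving out F1 control replicate 3 (-0.64) or F1 *thia* replicate 3 (-0.64), for *Sall1* leaving out F1 *thia* replicate 3 (-0.73), for *Nectin1* a replicate block (1.19) and leaving out F3 control replicate 1 (1.01) or F3 *thia* replicate 3 (0.87), and for *Disc1* leaving out F3 *thia* replicate 2 (-0.84). DESeq2 without shrinkage, DESeq2 size factors and the remaining fits did not. Across all 49 genes of Table S10 the median absolute difference in log2 fold change was 0.229, and 0.001 with the normal prior. Across the 300 genes of Table S11 it was 0.046, and 0 with the normal prior.

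The paper's text counts 39 genes in Table S10 and gives them as 25% of the F1 DEGs. The table lists 49 genes, and 39 of the paper's 198 DEGs are 19.7%. A count of 49 would be a share of 198 close to the paper's 25%. Only 30 of the 49 genes have a paper adjusted p under 0.15, however, so the 49 cannot all be among the 198 DEGs. The results on Table S10 here cover the 49 genes of the table.

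The paper describes less variation between replicates in F3 than in F1. Here the residual variance was larger in F3, with a ratio of 1.13, and smaller only without F3 *thia* replicate 2 (0.918) or without F3 *thia* replicate 1 (0.923). The fold changes on the axes of Figs 4A, 4C, S5C and S5F have the opposite sign to those of Tables S10 and S11 and to those here, so genes higher in *thia* testis lie on the left. In Fig 4A *Gas5* lies highest and *Dppa3* is not labelled, whereas DESeq2 gave *Dppa3* an adjusted p of 2.7e-18 here and *Gas5* one of 5.4e-11. Of the genes labelled in Fig 4A, all 13 and all 17 were called by DESeq2, against 1 and 0 by edgeR. Of the genes of Fig 4C analysed, 20 of 20 and 8 of 9 were called by DESeq2, against 0 by edgeR, and DESeq2 called all 6 genes analysed of Fig 4E, against 0. Without F1 control replicate 1 edgeR called 2 and 8 of the labelled F1 genes, and without F3 *thia* replicate 2 it called all 20, all 9 and all 6 of those of Fig 4C and Fig 4E. In the other fits without 1 library edgeR called at most 1 gene of each of these groups.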

Other observations

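Of the tests in this part, those on red blood cells, on adrenal tissue and on *Xist* were chosen only after the result was seen, and the verdict on the stage of the F3 pools was changed to open after its values were seen.

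In F3 the residual variance between replicates was larger than in F1, with a ratio of 1.13. With every library thinned to the smallest total it was 1.10, which argues against library size as the whole cause. It was 0.918 without F3 *thia* replicate 2 and 0.923 without F3 *thia* replicate 1, so the ratio does not single out either library. The biological coefficient of variation of F3, 0.195 with all libraries, was 0.149 without *thia* replicate 2 and 0.192 without *thia* replicate 1, so replicate 2 may account for its larger value. No biological explanation was tested.

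Each set of 6 libraries has 10 splits into 3 against 3. In F1 only the real split, 1 of 10, gave as many as 2 genes with edgeR and 1 of 10 as many as 199 genes with DESeq2, where the other splits gave 12 to 71. In F3 all 10 gave 0 genes with edgeR, and 1 of 10 gave as many as 2288 genes with DESeq2, where the others gave 0 to 498. The real split also had the most genes at an unadjusted p under 0.05 in both generations. Since no share under 0.1 is possible, the treatment cannot be told apart from other splits by these counts. Across 18229 genes the fold changes of F1 and F3 had a Spearman correlation of 0.107, and 37 of 100 pairs of splits gave one as far from 0. The genes are not independent replicates.

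Embryonic globins made up 0.106 to 0.148% of the globin counts in F3 *thia* pools and 0.285 to 0.697% in F3 control pools, against 1.40 to 2.28% and 0.866 to 2.66% in F1. The median log2 fold change of the 3 embryonic globin genes was -1.64 in F3 and 0.27 in F1, and that of the 4 adult globin genes -0.14 and 0.44. Fewer red blood cells would lower both kinds alike, so the highest *thia* share of 0.148%, below the lowest control share, argues against it. All 7 globin genes are also in the blood list. Because embryonic globins decline as development goes on, a later stage of the F3 *thia* pools may explain it. Germ cell genes that rise at these stages had a median of -0.17 in F3 and those that fall -0.52, a difference of 0.348, but both lists were lower, so a later stage cannot be told apart from the treatment. In F1 they were at 0.03 and -0.38. Of the 10 rising and 12 falling genes, 6 and 6 are also in other lists, and 4 of the falling genes are named by the study.

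Marker lists gave these median log2 fold changes in F1 and F3, with the adjusted p from camera. Germ cells had -0.61 (9.0e-09) and -0.48 (0.0234), with 15 of 17 genes lower in both. Sertoli cells had 0.11 (0.214) and 0.39 (0.0749), with 14 and 15 of 18 genes higher. Leydig cells had -0.11 (0.214) and 0.78 (3.8e-05), with 4 and 13 of 14 genes higher. Endothelium had 0.09 (0.214) and 0.59 (2.7e-08), with 14 and 17 of 18 genes higher. Blood had 0.22 (0.487) and -0.14 (0.0389), with 9 and 5 of 12 genes higher. Adrenal had 0.16 (0.541) and -0.07 (0.276), with 7 of 13 and 7 of 14 genes higher. Mesonephros had 0.28 (0.00732) and -0.15 (0.234), with 13 of 18 and 5 of 17 genes higher. Interstitial cells had 0.08 (0.242) and 0.24 (0.0377), with 10 and 12 of 16 genes higher, and ovary 0.12 (0.214) and 0.25 (0.173), with 9 of 12 genes higher in both. Y-linked genes had -0.34 (7.7e-05) and -0.20 (0.0749), lower in 7 of 7 and 6 of 6 genes. With fry, some lists under 0.05 with camera had a larger unadjusted p. It was 0.306 for germ cells, 0.287 for blood and 0.132 for interstitial cells in F3, and 0.097 for mesonephros in F1. The fry p was 0.0288 for germ cells and 0.0426 for Y-linked genes in F1. For Leydig cells and endothelium in F3 it was 0.0276 and 0.005.

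The difference between the generations had an adjusted p of 1.0e-05 for Leydig cells and endothelium and 0.00553 for mesonephros with camera. The embryonic testis expresses most of these lists: all the listed genes passed the filter in F1 and F3 for germ cells, Sertoli cells, Leydig cells, endothelium, interstitial cells and ovary, 12 of 15 for blood and 18 and 17 of 19 for mesonephros. Other lists hold 15 of the 17 germ cell, 1 of the 18 Sertoli, 9 of the 14 Leydig, 16 of the 18 endothelial, 7 of the 15 blood, 2 of the 15 adrenal, 2 of the 19 mesonephros, 4 of the 16 interstitial, 4 of the 12 ovary and 1 of the 7 Y-linked genes. The study names 5 germ cell, 5 Leydig, 2 endothelial, 2 adrenal and 1 each of the blood, interstitial, ovary and Y-linked genes. The most abundant Leydig gene, *Cyp17a1*, was at 1442 CPM in F1 control and 1414 CPM in F1 *thia*, and the most abundant endothelial gene in F3, *Kdr*, at 69.8 and 84.2 CPM.

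*Xist* had a log2 fold change of -0.88 in F1 and -0.79 in F3, at 1.00 CPM in F1 control and 0.557 CPM in F1 *thia*. Female embryos in some *thia* pools would lower Y-linked genes and raise *Xist*, so the -0.88 argues against them. No biological explanation of the lower Y-linked genes was tested.

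The skeletal muscle list had a median of 1.52 in F1 and -0.68 in F3, with 12 and 2 of 12 genes higher, and the smooth muscle list 0.08 and 0.21, with 6 of 8 genes higher in both. Of the 8 smooth muscle genes all are also in other lists and 1 is named by the study.

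*Cyp11b1* was lower in F1 *thia*, at 30.5 ± 6.25 CPM (SD, n = 3) in control and 17.5 ± 3.52 CPM (SD, n = 3) in *thia* (log2 fold change -0.81, standard error 0.179, adjusted p = 0.408, edgeR), and *Pnmt* was higher in F3 *thia*, at 1.13 ± 0.297 CPM (SD, n = 3) and 3.45 ± 0.452 CPM (SD, n = 3). Adrenal tissue in some pools was tested with the other genes of the adrenal list, which had a median of 0.17 in F1 and -0.15 in F3. They went both ways, 7 of 12 and 6 of 13 higher, so adrenal tissue cannot be told apart from the treatment, and no other biological explanation was tested.

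Of the 50 genes with the smallest p, 8 in F1 and 6 in F3 had another of them within 1 Mb. Of 1000 random lists, 103 and 296 had as many, with a 95th percentile of 8. A strain or donor variant near such genes cannot be told apart from the treatment, because the genotypes are not known.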
